# Functional Relevance of Citrulline in the Vegetative Tissues of Watermelon During Abiotic Stresses

**DOI:** 10.3389/fpls.2020.00512

**Published:** 2020-05-05

**Authors:** Qiushuo Song, Madhumita Joshi, James DiPiazza, Vijay Joshi

**Keywords:** citrulline, drought stress, nitrogen, watermelon, arginine

## Abstract

A non-protein amino acid, citrulline, is a compatible solute involved in the maintenance of cellular osmolarity during abiotic stresses. Despite its significance, a coherent model indicating the role of citrulline during stress conditions has not yet emerged. We have used watermelon, naturally rich in citrulline, as a model to understand its accumulation during drought stress and nitrogen perturbation using transcriptomic and metabolomic analysis. Experiments were performed in the semi-controlled environment, and open field to study the accumulation of drought-induced citrulline in the vegetative tissues of watermelon by monitoring the stress treatments using physiological measurements. The amino acid profiling of leaves and stems in response to drought stress showed up to a 38 and 16-fold increase in citrulline content, respectively. Correlation between amino acids indicated a concomitant activation of a metabolic pathway that included citrulline, its precursor (ornithine), and catabolic product (arginine). Consistent with its accumulation, the gene expression analysis and RNA-Sequencing confirmed activation of citrulline biosynthesis-related genes – *Ornithine carbamoyl-transferase* (*OTC*), *N-acetylornithine deacetylase* (*AOD*) and *Carbamoyl phosphate synthases* (*CPS*), and down-regulation of catabolic genes; *Arginosuccinate lyase* (*ASL*) and *Arginosuccinate synthases* (*ASS*) in drought-stressed leaf tissues. Based on the relative abundance in the nitrogen-depleted vegetative tissues and down-regulation of genes involved in citrulline biosynthesis, we also demonstrated that the nitrogen status of the plant regulates citrulline. Taken together, these data provide further insights into the metabolic and molecular mechanisms underlying the amino acid metabolism under environmental stress and the significance of non-protein amino acid citrulline in plants.

## Introduction

Plants accumulate a variety of low molecular weight compatible solutes (osmolytes) in response to abiotic stresses. The most common osmolytes are glycine betaines, organic sugars, polyamines, and amino acids (proline, GABA). These osmolytes provide a range of protective functions such as maintenance of cellular osmotic adjustments and membrane integrity, stabilization of intrinsic proteins, buffering cellular pH, and detoxification of reactive oxygen species (ROS) (Hare et al., 1998; Chen and Murata, 2002; Slama et al., 2015; Ali et al., 2017). Although much research has been done to show the usefulness of common osmolytes (Lunn et al., 2014; Per et al., 2017; Romero et al., 2018; Annunziata et al., 2019), not all plants are capable of inducing the same set of osmolytes. The onset of these osmolytes varies considerably among plant species, tissue types, longevity, and nature of abiotic stresses.

Citrulline is an intermediate non-protein amino acid in the arginine pathway. In plants, it is synthesized from ornithine and carbamoyl phosphate. Citrulline is a potent scavenger of hydroxyl radicals and protects cellular enzymes from oxidative damage (Akashi et al., 2001, 2004; Yokota et al., 2002). The fruits of watermelon and other members of the *Cucurbitaceae* family accumulates large amounts of free citrulline (Davis et al., 2011; Fish, 2014; Akashi et al., 2017; Joshi et al., 2019). The accumulation of several amino acids during drought stress in different plant species has been reported (Obata and Fernie, 2012; Huang and Jander, 2017). However, limited studies have demonstrated accumulation of citrulline in the vegetative tissues in response to environmental stresses; such as watermelons (Kawasaki et al., 2000; Yokota et al., 2002; Akashi et al., 2008), melons (Mitchell and Madore, 1992; Mitchell et al., 1992; Daşgan et al., 2009; Kusvuran et al., 2013), chickpea (Garg et al., 2016; Khan et al., 2019). Even though the mechanism through which the drought stress leads to citrulline accumulation in plants is not completely understood. Accumulation of amino acids during drought stress has been generally attributed to decreased protein synthesis (Good and Zaplachinski, 1994), increased protein degradation (Huang and Jander, 2017; Hildebrandt, 2018), or changes in a gene network affecting biosynthesis or catabolism of substrate/product availability (Joshi et al., 2010; Hildebrandt et al., 2015). The metanalysis of metabolic and transcriptomic networks has demonstrated that the synthesis of abundant amino acids, such as proline, arginine, asparagine; is upregulated during abiotic stress (Hildebrandt, 2018; Sircar and Parekh, 2019) and these amino acids act as compatible osmolytes, precursors for secondary metabolites, or storage forms of organic nitrogen. In addition to amino acids, ureides such as allantoin, allanotoate, and citrulline are also used as nitrogen transporting molecules. Citrulline has also been suggested to play a role in facilitating nitrogen assimilation, endogenous nitrogen storage, and transport in higher plants (Reuter, 1961; Ludwig, 1993). The central role of citrulline as a molecular modulator for carbon and nitrogen integration into the urea cycle has been demonstrated in photosynthetic marine diatoms (Allen et al., 2011). However, little is known about its role in nitrogen metabolism in agriculturally important monocot or dicot crops. Nonetheless, citrulline has been long back proposed to function as a carrier of organic nitrogen in cucurbits (Kasting and Delwiche, 1958) and occurs at high concentrations in the phloem of cucurbits (Mitchell and Madore, 1992).

Being a naturally rich in citrulline and with the availability of resources such as published genome (Guo et al., 2013, 2015), next-generation sequence (NGS) data (Guo et al., 2015; Nimmakayala et al., 2016), and the databases^1^ [International Cucurbit Genomics Initiative (ICuGI)] watermelon would be an ideal model to study the drought-induced accumulation of citrulline in the vegetative tissues. Not much is known about the transcriptional or feedback regulation of citrulline in plants during environmental stresses in plants. The purpose of the proposed experiments is to provide new insights into the induction of citrulline and associated amino acids in vegetative tissues of watermelon and transcriptional regulation of citrulline during drought stress and nitrogen deficit. The outcome of the experiment validated the role of genes associated with the citrulline pathway and the significance of citrulline in drought stress and nitrogen deficit in plants.

## Materials and Methods

### Germination and Seedling Growth Condition

Commercial watermelon cultivars Crimson Sweet and Charleston Gray seeds were sown in 96-well plug trays (25′′ length × 15′ width × 2′ depth) in a greenhouse at the Texas A&M AgriLife Research & Extension Center at Uvalde, TX, United States. Additional details regarding the parentage, agronomic performance, and qualities of the two cultivars are available through the Cucurbit Breeding website at NC State^2^. The environmental factors inside the greenhouse were measured and monitored by a centralized control system (Wadsworth, Arvada, CO, United States) with 16 h light followed by 8 h dark. The temperature and humidity were maintained at 30 ± 5°C and 70 ± 5%, respectively.

### Drought Stress Experiment

For the drought stress experiment, ∼ 8-weeks old seedlings of the cultivar Crimson Sweet were transplanted to 10 heavy-duty round nursery pots (5 gallons; 28 cm width × 26 cm height) in a semi-controlled high-tunnel greenhouse at the Texas A&M AgriLife Research & Extension Center, Uvalde, TX, United States (Supplementary Figure S1). Before transplanting, all pots were filled with the same weight (∼22lb) of soil-less media Absorb-N-Dry (Balcones Minerals Corporation, Flatonia, TX, United States), saturated completely with water and left overnight for drainage. The weights of each pot were recorded to establish initial water content. All pots were applied with standard fertilizer mix to avoid nutritional imbalance (Peters Professional Mix 20:20:20). Decagon 5TE moisture sensors (Decagon Devices, Inc., Pullman, WA, United States) were inserted at a depth of 6 inches and connected to the EM 50 data loggers for recording, monitoring, and downloading the information of the percent volumetric water content (VWC) per pot. The 5TE sensor uses an electromagnetic field to measure the dielectric permittivity of the surrounding medium. The sensor supplies a 70 MHz oscillating wave to the sensor prongs that charges according to the dielectric of the material. The stored charge is proportional to soil VWC. The control (well-watered) pots were frequently watered to maintain 95 ± 5% of relative water content. In contrast, for drought stress treatment, the pots were subjected to stress by withholding watering 24 days after transplanting to keep the soil moisture at 35 ± 5% as per VWC data using daily readings recorded from the data loggers. The technique of freezing point depression was used for the determination of cell osmotic potential (ψs) using osmometer (Wescor Vapro osmometers 5520, Logan, UT, United States). Leaf disks (0.25-inch diameter) collected at 8, 24, and 53 days after induction of drought stress [days after initiation of treatment (DAT)] were wrapped in aluminum foils and flash-frozen in liquid nitrogen to measure ψs. When measuring the osmotic potential, leaf disks from control and stress plants were placed into the enclosed measuring chamber. Osmometer readings (mmol⋅kg^–1^) were converted to MPa as per the manufacturer’s instructions. The differences in the water potentials between the samples were analyzed using Tukey–Kramer HSD (*p*-value < 0.05). A gas analyzer (LI-6400 XT, LI-COR Bioscience, Lincoln, NE, United States) was used to measure leaf photosynthesis rate (Photo), stomatal conductance (Cond) and transpiration (Trmmol) with parameters (Photosynthetic Active Radiation, PAR,1000 μmol m^–2^ s^–1^; CO_2_ concentration, 400 ppm; leaf temperature, 20°C; VPD, 1 kPa; flow, 500 μmols^–1^) at 8 and 24 DAT to monitor the progressive changes in the photosynthetic performance due to drought stress. Tissue samples were collected from three to four independent plants for both amino acid analysis and RNA extraction at 8 DAT (Leaf-I and stem) and 24 DAT (Leaf II) and flash-frozen in liquid nitrogen for further analysis. Both Leaf-I and Leaf-II tissues were collected from the middle position of the main vines, while the stem sections were collected from the vine at a point where Leaf-I originated.

### Nitrogen (N) Deficit Experiment

Before initiating the N-deficit experiment, soil samples collected at 10 random locations at a depth of 6 inches were analyzed for elemental composition at Texas A&M AgriLife Extension Service Soil, Water and Forage Testing Laboratory^3^. Total Kjeldahl N (TKN) concentrations were estimated by the Kjeldahl method (Easy Chem Plus; Chinchilla Scientific, Oak Brook, IL, United States) with the addition of sulfuric acid for digestion in the presence of Kjeldahl formulated catalyst (Pro-Pac-CT 37; Alfie Packers, Inc., Omaha, NE, United States). Total inorganic nitrogen was calculated by adding the concentrations of soil nitrate, nitrite, and ammonia. Approximately 6-week-old seedlings of the two cultivars – Charleston Gray and Crimson Sweet were transplanted on the raised beds keeping plant to plant distance of 3 ft and rows to row spacing of 12 ft (Supplementray Figure S2). The beds were covered with plastic mulch and watered using sub-surface drip irrigation lines when needed depending on the air temperature and soil humidity. Based on the preliminary experiments (data not shown) and indigenous nitrogen levels, two N treatments, high N (HN) and low N (LN), were established to keep the N levels to 168 ± 11 kg/ha N and 44 ± 5 kg/ha, respectively. The nitrogen was applied in the form of Urea (46-0-0, HELENA, TX, United States). Soil samples were collected at a depth of 6-inches every week from the date of transplanting for soil elemental analysis to monitor the soil N content. The nitrate content of the plants was measured 10 weeks after transplanting using the petiole saps with portable Nitrate Pocket Tester (Horiba LAQUA twin NO_3_-11 Compact Water Quality Nitrate Ion Meter). The photosynthetic performance was measured 45, 59, and 69 DAT from the leaves located in the middle of the vines (data not shown). SPAD measurements were taken at 39, 45, 52, and 66 DAT. Tissue samples from both the varieties for amino acid analysis and RNA extraction were collected from three independent plants at 45, 59, and 69 days after the initiation of nitrogen stress treatment.

### Amino Acid Extraction and Quantification With UPLC-ESI-MS/MS

Approximately 20 mg fresh tissue samples were homogenized into a fine powder in a Harbil model 5G-HD paint shaker (Harbil, Wheeling, IL, United States) using 3 mm Demag stainless steel balls (Abbott Ball Company, West Hartford, CT, United States). Total free amino acids were extracted by suspending the homogenized samples in 10 μL of 100 mM cold HCl per mg of tissues, incubating on ice for around 20 min, and then centrifuging at a speed of 14,609 × *g* for 20 min at 4°C. The extracts were filtered through a 96-well 0.45-μm-pore filter plate (Pall Life Sciences, United States). The filtrates were used for derivatization using with AccQTag3X Ultra-Fluor kit (Waters Corporation, Milford, MA, United States) as per the manufacturer’s protocol. L-Norvaline (TCI AMERICA, United States) was used as an internal control. Amino acid calibrators were obtained from Kairos^TM^ Amino Acid Kit (Waters Corporation, Milford, MA, United States). Lyophilized powder of the mixture of amino acids calibrators was reconstituted in 0.1M HCl before derivatization. Calibration curves were built using TargetLynx^TM^ Application Manager (Waters Corporation, Milford, MA, United States). UPLC-ESI-MS/MS analysis was performed using Water’s Acquity H-class UPLC system equipped with Waters Xevo TQ mass spectrometer and electrospray ionization (ESI) probe. The Waters Acquity H-class UPLC system was composed of an autosampler, Waters ACQUITY UPLC Fluorescence (FLR) detector, and a CORTECS^TM^ UPLC C_18_ (1.6 μm, 2.1 mm × 150 mm). The mobile phase was composed of (A) water (0.1% formic acid v/v) and (B) acetonitrile (0.1% formic acid v/v). The column heater was set at 60°C, and the mobile phase flow rate was maintained at 0.5 mL/min. The gradient of non-linear separation was set as follows: 0–1 min (99% A), 3.2 min (87.0% A), 8 min (86.5% A), and 9 min (5% A). Two microliters of the derivatized sample were injected for analysis. Multiple Reaction Monitoring (MRM) transitions and collision energy values and cone voltage were optimized for each amino acid using the Water’s IntelliStart software. The ESI source was operated at 150°C, gas desolvation flow rate at 1000 L/h, gas flow cone at 20 L/h, desolvation temperature at 500°C, for detecting all amino acids. MRM was performed in a positive mode. Water’s MassLynx software was used for instrument monitoring and data acquisition. The data integration and quantitation were carried out using Waters TargetLynx software.

### RNA-Seq Analysis of Drought Stress Leaves

#### RNA Extraction and Library Preparation for Transcriptome Sequencing

The flash-frozen leaf samples (Leaf-I) collected 8 DAT from three independent plants along with control (well-irrigated) plants were used for RNA-Seq analysis. Total RNA was extracted using a Quick-RNA Miniprep Kit (Zymo Research Corporation, Irvine, CA, United States) as per the manufacturer’s protocol and treated with DNase1 (Zymo Research Corporation, Irvine, CA, United States). The purity of the RNA was analyzed using the NanoPhotometer spectrophotometer (IMPLEN, Westlake Village, CA, United States). RNA integrity and quantitation were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, United States). One μg total RNA per sample was used for the RNA library preparations. Sequencing libraries were generated using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, United States) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Library concentration was first quantified using a Qubit 2.0 fluorometer (Life Technologies), diluted to 1 ng/μl before checking the insert size on an Agilent Bioanalyzer 2100 system and quantified to greater accuracy by quantitative PCR (Q-PCR) (library activity >2 nM).

#### Data Processing, Analysis, and Mapping to Reference Genome

The clustering of the index-coded samples was performed on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the libraries were sequenced on an Illumina Hiseq platform, and 150 bp paired-end reads were generated. Raw reads of fastq format were processed to obtain clean reads by removing the adapter, reads containing ploy N, and low-quality reads from raw data. At the same time, Q20, Q30, and GC content, the clean data were calculated. Watermelon reference genome (cultivar Charleston Gray) and gene model annotation files were downloaded from CuGenDB^1^. Index of the reference genome was built using Bowtie v2.2.3, and paired-end clean reads were aligned to the reference genome using TopHat v2.0.12.

#### Gene Expression Quantification and DEG Analysis

HTSeq v0.6.1 was used to count the reads mapped to each gene. FPKM (Trapnell et al., 2010) of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression analysis of control and drought-stressed conditions (three biological replicates per tissue per treatment) was performed using the DESeq R package (Anders and Huber, 2010). Genes with *p*-value < 0.05 found by DESeq were assigned as differentially expressed.

### Real-Time Polymerase Chain Reaction

Total RNA was extracted with the Quick-RNA Miniprep Kit (Zymo Research Corporation, Irvine, CA, United States) treated with DNase1 (Zymo Research Corporation, Irvine, CA, United States), and subjected to reverse transcription using iScript RT Supermix (Bio-Rad Laboratories, Inc., Hercules, CA, United States). The quality and quantity of the RNA were analyzed by a Denovix DS-11+ spectrophotometer (Wilmington, DE, United States). Gene expression analysis via reverse transcription-qPCR was performed in the BioRad CFX96 qPCR instrument using SsoAdv Univer SYBR GRN Master Kit (Bio-Rad Laboratories, Inc., Hercules, CA, United States). Relative gene expression levels were determined using a standard curve method, and the value for each target gene was then normalized against the mean of expression values of the watermelon β-actin and α-tubulin5 genes (Kong et al., 2014) as reference genes. The stability of both the reference genes was confirmed using BestKeeper (Pfaffl et al., 2004). The relative expression levels (Cq values) for each gene were normalized to that of reference genes by taking an average of three biological replicates. The relative expression levels were calculated using the ΔΔCq (quantitative cycle) method provided with the Bio-Rad CFX software. Primers for qPCR used in the study and the BestKeeper analysis of expression stability of reference genes are listed in Supplementary Table S1.

## Results

### Validation of Drought Stress Treatment

Soil moisture and leaf osmotic potential: before transplanting seedlings into pots, 5TE probes inserted at a depth of root zones were calibrated by correlating readings (m^3^/m^3^) from the data loggers with actual water content (%) in the pots. The percent VWC measured by sensors at 8, 24, and 53 DAT is presented in Figure 1A. All pots receiving drought stress treatment were maintained at 35 ± 5% water content, implying consistent drought stress. The water content for the control (well-watered) pots was above 95 ± 5%. Osmotic potential (ψs) was measured with a VAPRO 5520 vapor pressure osmometer (Wescor, Logan, UT, United States) (Ball and Oosterhuis, 2005). Ψs is a negative quantity of osmotic pressure, and it decreases during dehydration due to the concentrated solutes in plant cells. The significantly consistent differences in the osmotic pressure (MPa) of leaf samples collected from control (well-watered) and drought-stressed plants were seen at all time points since the initiation of drought stress (Figure 1B). The net rates of photosynthesis (Photo), stomatal conductance (Cond), and transpiration rates (Trmmol) in drought-stressed plants were significantly lower than the control plants (Figure 2). Decrease of the intercellular CO_2_ concentration (Ci) at the beginning of drought stress (8 DAT) indicates that photosynthesis is limited more by the decrease of stomatal conductance.

**FIGURE 1:**
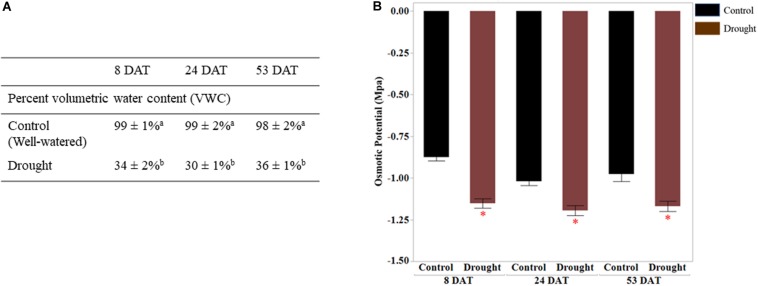
Validation of drought stress treatment. **(A)** Percent volumetric water content (WVC) was measured 8, 24, and 53 days DAT using 5TE sensors. The percent VWC data represent the ratio of actual water volume to maximum water volume (water content in saturated soil pot). The values are means ± SD (*n* = 3 or 4) and the different letters represents significance between control and drought treatments at *p* < 0.05. **(B)** Osmotic potential (Mpa) of leaf tissues measured at three different time points is shown on vertical axis. The values represent means ± SD (*n* = 3 or 4) and asterisk (^∗^) represents significant difference between control and drought treatments (*p* < 0.05). DAT, days after initiation of drought treatment.

**FIGURE 2:**
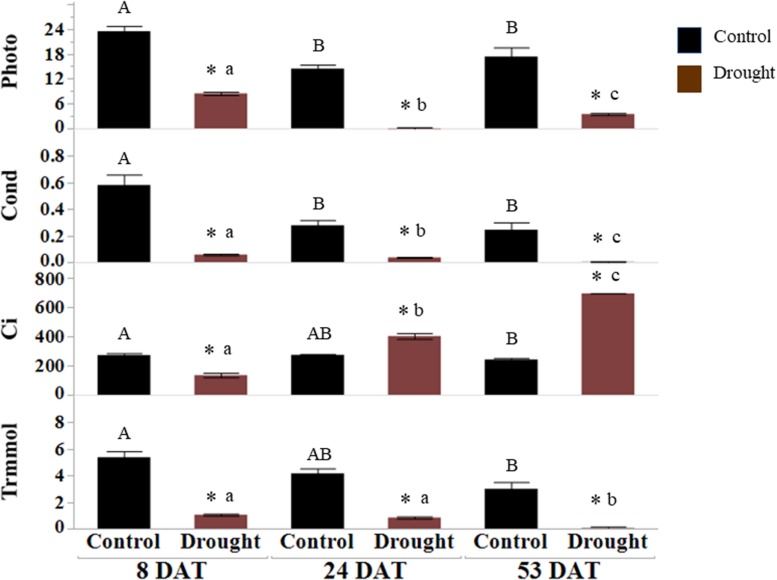
Gas analyzer measurements of drought-stressed leaves. Net photosynthesis (Photo, mol CO_2_ m^–2^ s^–1^), stomatal conductance (Cond, mol H_2_O m^–2^ s^–1^), intercellular CO_2_ (C_i_, μmol CO_2_ mol air^–1^) and transpiration rate (Trmmol, mol m^–2^ s^–1^) were measured at 8, 24, and 53 DAT. The values represent means ± SD (*n* = 3 or 4), asterisk (^∗^) represents significant difference between control and drought treatments, upper case letters between controls and lower-case letters between the drought treatments across DATs (*p* < 0.05). DAT, days after initiation of drought treatment.

### Drought Stress-Induced Accumulation of Citrulline and Other Amino Acids

Citrulline contents in all the stressed samples after the initiation of the drought stress increased dramatically (Figure 3A). At the onset of drought stress treatment, citrulline content in the leaf and stem enhanced rapidly – up to 38 and 16-fold, respectively (Supplementary Table S2). The leaf tissue collected during sustained drought stress (24 DAT) also showed threefold increases in citrulline. Although non-significant, the content of both ornithine (precursor of citrulline, *p* = 0.09) and arginine (catabolic product of citrulline, *p* = 0.12) (Figure 3B) also showed increasing trends at least during early drought stress (8 DAT, Leaf I). Nonetheless, their increases in stem tissue were consistent with the fold changes in citrulline. The correlation analysis of amino acids detected from leaf-I at 8 DAT in drought-stressed plants showed a significant positive correlation between ornithine, citrulline, and arginine (Supplementary Figure S3). The content of other amino acids, such as phenylalanine, valine, proline, glycine, serine, glutamine, and glutamic acid was at least twofold higher in drought-stressed leaf tissue at 8 DAT. Most amino acids in stem showed many-fold increases during drought stress than control tissues (Supplementary Table S2). In terms of percent distribution, citrulline alone accounted for almost 25 and 21% of total amino acids at 8DAT in the drought-stressed leaf and stem tissues respectively (Supplementary Figures S4, S5).

**FIGURE 3:**
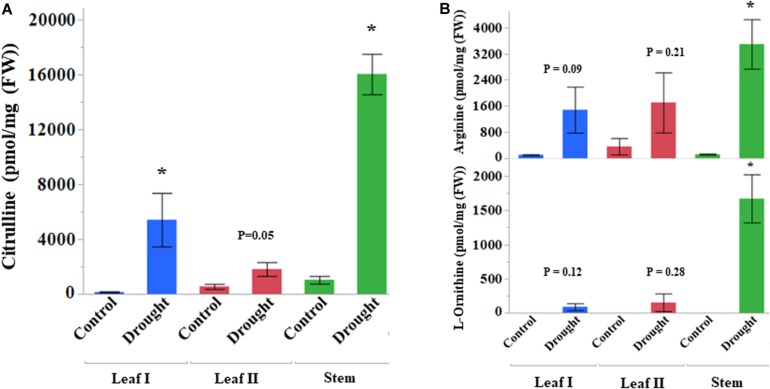
Drought stress induced accumulation of amino acids (pmol/mg FW). Vegetative tissues showing changes in the content of **(A)** Citrulline and **(B)** Ornithine and Arginine. DAT, date after treatment. Leaf I and Stem tissues collected at 8 DAT, Leaf II at 24 DAT, Asterisk (^∗^) indicates significance from control at respective DAT between control and drought treatments at *p* < 0.05 based on Student’s *t*-test. Values are mean ± SD (*n* = 3 or 4) from four independent replications. DAT, days after initiation of drought treatment.

### Expression of Genes Involved in Citrulline Metabolism Using RNA-Seq Analysis of Leaf

#### Transcriptome Sequencing and Assembly of Sequencing Data

To understand the early transcriptomic changes induced due to drought stress, we performed RNA-Sequencing (RNA-Seq) analysis of leaf tissue 8 days after the initiation of drought stress. A total of six libraries from leaf tissue (CT_1, CT_2, CT_3 for control and DT_1, DT_2, DT_3 for drought stress) were sequenced using the Illumina HiSeq platform. 

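Leaf RNA of 3 well-watered control plants and 3 drought-stressed plants of the cultivar Crimson Sweet was sequenced at 8 DAT, with 1 library per plant. Pots were kept at 95 ± 5% of relative water content for the control and at 35 ± 5% for drought stress. The treatment began 24 days after transplanting according to the paper's methods and 28 days according to the sample labels, which give the age of the plants at sampling as 89 days. The authors deposited read counts per gene of the Charleston Gray genome, counts divided by a size factor per library, FPKM values, and their own log2 fold changes and p-values. The paper's methods name TopHat, HTSeq and DESeq for these steps, whereas the processing notes of the submission name HISAT2, featureCounts and DESeq2. The total count over genes was 20990361, 17907062 and 21852732 in control replicates 1, 2 and 3, and 22196375, 22351455 and 21143377 in drought replicates 1, 2 and 3. All values given here rest on these totals, which are 44.2 to 44.9% of the total reads of the same library in Supplementary Table S3. The reads were paired-end, so if each pair was counted once, this share does not measure reads lost. The most abundant transcript, ClCG05G022680, took 5.09, 1.25 and 5.32% of the counts in control replicates 1, 2 and 3 and 2.27, 1.81 and 2.49% in drought replicates 1, 2 and 3. Expression in drought-stressed leaves was compared with the control by edgeR's quasi-likelihood test on the counts after TMM scaling, two-sided and with Benjamini-Hochberg adjustment. The test covered 16318 of 19742 genes, those that edgeR's filter on low counts kept.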

On average, 45.53 to 43.47 million raw reads were generated from leaf tissues in both treatments (Supplementary Table S3). Across all reads for both treatments, the Q20 and Q30 percentage was more than 98 and 94%, respectively (sequencing error rate was less than 0.02%), and GC content for the libraries was ∼45%. Additional significant characteristics of these libraries are summarized in Supplementary Table S3. Among all the libraries, the ratio of total mapped reads was above 97%, of which ∼92% reads uniquely mapped to the reference watermelon genome. The data generated from all libraries provided a foundation for quality analyses. The correlations among biological replicates were assessed using the Pearson correlation coefficient (Supplementary Figure S6). The libraries for the same treatment were highly correlated. 

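Control replicates 1 and 3 had a Pearson's r of 0.955 on log2(FPKM + 1) values of the tested genes. Control replicate 2 stood further off, with r of 0.888 to control replicate 1 and 0.844 to control replicate 3. The drought-stressed libraries lay closer together, at r of 0.959 to 0.977. On FPKM values without a log, r of control replicate 2 was 0.492 with control replicate 1 and 0.485 with control replicate 3. Among the genes that set control replicate 2 apart, ClCG01G024380, annotated as chlorophyll a-b binding protein 21 of the light-harvesting complex, had 178324, 19203 and 107000 counts in control replicates 1, 2 and 3, and ClCG05G025240, annotated as xyloglucan endotransglucosylase/hydrolase 5 of the cell wall, had 6602, 69 and 4269 counts. Both genes were picked as examples after their values were seen. On the first principal component of the log2 CPM, which held 56.1% of the variance, the control libraries lay apart from the drought libraries, and on the second, with 26.3%, control replicate 2 lay apart from the rest. These coefficients run across genes, which are not independent replicates.

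**Figure D1:**
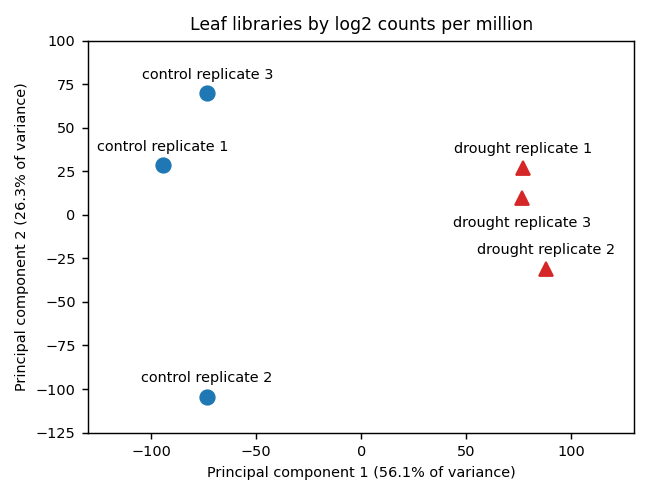
Position of the 3 control libraries (circles) and 3 drought-stressed libraries (triangles) on the first and second principal components of log2 CPM values, with the percent of variance on each axis. Control replicate 2 lies at -105 on the second component and the other libraries between -30.9 and 69.8.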

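Library pairs that joined a control and a drought-stressed plant had r of 0.799 to 0.864 over 9 pairs, with a mean of 0.834. The mean was 0.896 among the control libraries and 0.969 among the drought-stressed libraries. The mean within treatments lay 0.0987 above the mean between treatments (exact permutation test over the 10 splits of the 6 libraries, one-sided, p = 0.1, the smallest p that 3 plants against 3 allow). On values without a log the difference was 0.0627 and 0.3 of the splits gave one as large.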

The weak correlation between treatments suggests a significant impact of drought stress on gene expression profiles.

### Analysis of Differentially Expressed Genes (DEGs) Associated With Citrulline Metabolism

The RNA-Seq analysis identified 3971 differentially expressed (*p* < 0.05) genes in the leaf tissue of drought-stressed plants. 

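Heat shock protein 21 (ClCG01G000120), a small chaperone, rose in drought-stressed leaves from 1.52 ± 0.793 to 2047 ± 1385 CPM (TMM-scaled counts, SD, n = 3), a log2 fold change of 10.38 (SE 1.01, adjusted p = 0.00423 from edgeR). The gene of a glycine-rich protein, ClCG06G012810, had no count in any control library and 2520, 3464 and 2827 counts in drought replicates 1, 2 and 3, at least 2386-fold higher against a floor of 3 counts over the control group. For the gene of a class IV heat shock protein, ClCG02G006430, the same bound was at least 665-fold. ClCG09G008700, annotated as S-RNase, had 4263 counts over the drought-stressed libraries and 3 over the control libraries, a ratio of 1154 (95% binomial counting interval 395 to 5600, which covers counting error only and not the spread between plants). Protein TIFY 5A (ClCG03G006720), of a family of jasmonate signalling proteins, rose from 0, 5 and 0 counts in control replicates 1, 2 and 3 to 909, 2253 and 1664 in drought replicates 1, 2 and 3 (adjusted p = 0.00372 from edgeR), and since all of its control counts come from control replicate 2 no fold is given. In the other direction, ClCG10G019850, annotated as a thaumatin-like protein, fell from 390.2 ± 156 to 0.140 ± 0.0893 CPM (SD, n = 3), a log2 fold change of -11.37 (SE 0.62, adjusted p = 0.00181 from edgeR), and -12.01 without drought replicate 2. The gene of a proline-rich extensin-like protein of the cell wall, ClCG09G010010, had 5315 counts over the control libraries and 1 over the drought-stressed libraries, a ratio of 6542 (95% binomial counting interval 1174 to 258463, with the same limit). At an adjusted p under 0.05 from edgeR, 2185 of the tested genes differed between drought-stressed and control leaves. The count of 2185 was 642 without control replicate 1, 4357 without control replicate 2, and 425, 507 and 314 without drought replicate 1, 2 or 3, and DESeq2 gave 4120 on the same genes. Every drought-stressed library lay above every control library for 3254 genes and below for 3012, together 38.4% of the tested genes, where chance gives 10%.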

The volcano map showing a total of 1513 upregulated genes and 2458 downregulated genes is presented in Figure 4. 

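Dehydrin (ClCG07G008700), a protein of drying tissues, rose in drought-stressed leaves by a log2 fold change of 5.74 (SE 0.59, adjusted p = 0.00448 from edgeR), and 5.13 without drought replicate 2. Galactinol synthase 6 (ClCG10G011650), which makes the galactinol used for raffinose sugars, rose by a log2 fold change of 9.18 (SE 1.03, adjusted p = 0.00492 from edgeR), and 10.04 without control replicate 3. Of 7 tested genes whose descriptions the search for late embryogenesis proteins and dehydrins took in, 3 rose and 2 fell (5 and 2 when adjusted over the list alone), the latter being a late embryogenesis abundant 3 protein and phloem protein 2, a phloem lectin that does not belong to this family, and of 5 genes of raffinose sugars 2 rose and 1, a stachyose synthase, fell (2 and 3 when adjusted over the list alone), both lists being drawn from genes called on these samples. The counts adjusted over these lists alone are therefore no separate test. Ethylene-responsive transcription factor 3 (ClCG07G016980) fell from 230.3 ± 3.74 to 5.19 ± 3.06 CPM (SD, n = 3). A chitinase (ClCG01G020770), an enzyme that degrades fungal cell walls, fell from 185 ± 67.1 to 12.3 ± 1.60 CPM (SD, n = 3). In all, 866 genes were higher and 1319 lower, so that 39.6% of the called genes were higher, and 706 and 1222 of them changed at least 2-fold. Scaled by library totals, a choice made after the data were seen, 935 genes were higher and 858 lower (52.1% higher), and the median log2 fold change of the tested genes moved up by 0.165. The numbers higher and lower were 236 and 406 without control replicate 1, 1884 and 2473 without control replicate 2, 190 and 235 without drought replicate 1, 202 and 305 without drought replicate 2, 150 and 164 without drought replicate 3, and 1635 and 2485 by DESeq2. With the replicate block (paired libraries) they were 829 and 1505, and 2 genes of the raffinose list were lower. Without control replicate 1 or drought replicate 1, 2 or 3, edgeR called 1, 0, 0 and 0 genes of the late embryogenesis list and 0, 0, 0 and 0 of the raffinose list lower (2 and 3 at an unadjusted p under 0.05 each time, and with every library 2 and 3 by DESeq2, which gave 5 higher of the former) and, without a drought replicate, 1 of the raffinose list higher, while without control replicate 2 the late embryogenesis list had 5 higher and the raffinose list 3 lower.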

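Of 29 heat shock protein genes tested, 17 rose in drought-stressed leaves and 2 fell (20 and 9 when adjusted over the list alone). Heat shock 70 kDa protein 1 (ClCG05G005200), a chaperone, rose by a log2 fold change of 4.84 (SE 0.37, adjusted p = 0.00349 from edgeR). All 7 tested genes described as abscisic acid receptors, which bind the drought hormone abscisic acid, fell (7 when adjusted over the list alone). Among them PYL4 (ClCG07G004620) had 5891 counts over the control libraries and 3 over the drought-stressed libraries, a ratio of 2417 (95% binomial counting interval 827 to 11725, for counting error only, all 3 counts being in drought replicate 2), and PYR1 (ClCG10G022420) fell by a log2 fold change of -4.43 (SE 0.62, adjusted p = 0.00883 from edgeR), and -3.84 without control replicate 3. Of 15 genes of protein phosphatase 2C, a family that includes repressors of abscisic acid signalling, 5 rose and 7 fell (7 and 8 when adjusted over the list alone). The phosphatase gene ClCG05G008820 rose from 0.713 ± 0.347 to 87.9 ± 33.4 CPM (SD, n = 3). Of 3 genes of 9-cis-epoxycarotenoid dioxygenase, which makes the precursor of abscisic acid, 2 rose and 1 fell (2 and 1 when adjusted over the list alone). Their members ClCG01G024680 and ClCG03G006770 had log2 fold changes of 1.97 (SE 0.44, adjusted p = 0.0316 from edgeR) and -5.44 (SE 0.90, adjusted p = 0.0136 from edgeR), the latter -4.83 without control replicate 2. The lists were fixed by gene descriptions before the deposited counts were examined, but with the values of Supplementary Tables S4 and S5 already seen. The descriptions come from Supplementary Tables S4 and S5, which list genes called on these samples, with the first 1998 of the genes of Table S5 held here. Members of a family that the study did not call are mostly missing, so the lists do not describe whole families. The numbers of called members are therefore not independent evidence of a direction. Counts adjusted over a list alone are no separate test, since most members had already been called by the study. Without control replicate 1, or without drought replicate 1, 2 or 3, 2, 2, 3 and 3 receptor genes were lower, and 2, 2, 2 and 2 phosphatase genes higher and 5, 3, 3 and 2 lower, while the lower heat shock protein genes were 1, 8 and 4 without control replicate 1, 2 or 3 and 1 and 1 without drought replicate 2 or 3, 1 with library totals, 5 with the replicate block (paired libraries, where ClCG01G024680 stood at a log2 fold change of 1.96) and 9 by DESeq2. Without control replicate 1 or drought replicate 1, 2 or 3 edgeR called 0 of the 3 dioxygenase genes (2 higher and 1 lower at an unadjusted p under 0.05 each time, and by DESeq2 with every library), and without control replicate 3 or with library totals 1 higher and 1 lower. The adjusted p of ClCG01G024680 from edgeR was 0.0790, 0.110, 0.0551 and 0.107 without control replicate 1 or drought replicate 1, 2 or 3, within 0.000513 to 0.110 over the alternatives, and that of ClCG03G006770 was 0.0510, 0.0590, 0.0594 and 0.0738, within 4.10e-09 to 0.0738.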

The list of genes showing up- and down-regulation of genes due to drought stress are listed in Supplementary Tables S4, S5, respectively. The fold-change differences in the expression of a subset of genes associated directly or indirectly with citrulline metabolism are presented in Table 1. 

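The rises in drought-stressed leaves among the genes of Table 1 came from N-acetylornithine deacetylase and carbamoyl phosphate synthase, and the falls from argininosuccinate synthase and a gene listed as pyrroline-5-carboxylate synthase. Of its 28 genes, 26 had enough counts to be tested, 3 were higher (AOD2, CPS2 and AOD3) and 2 lower (ASS2 and ClCG11G006600) at an adjusted p under 0.05 from edgeR. When adjusted over the list alone, 5 were higher and 2 lower, the NOS-like gene and ornithine δ-aminotransferase being added. Log2 fold changes were above 0 for 13 of the tested genes and below 0 for 13. The list was chosen by the study on these samples, so neither count is independent evidence of a direction. The 5 calls were 2 without control replicate 1, 15 without control replicate 2, 2, 3 and 1 without drought replicate 1, 2 or 3, 10 by DESeq2, and 12 at an unadjusted p under 0.05.

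**Figure D2:**
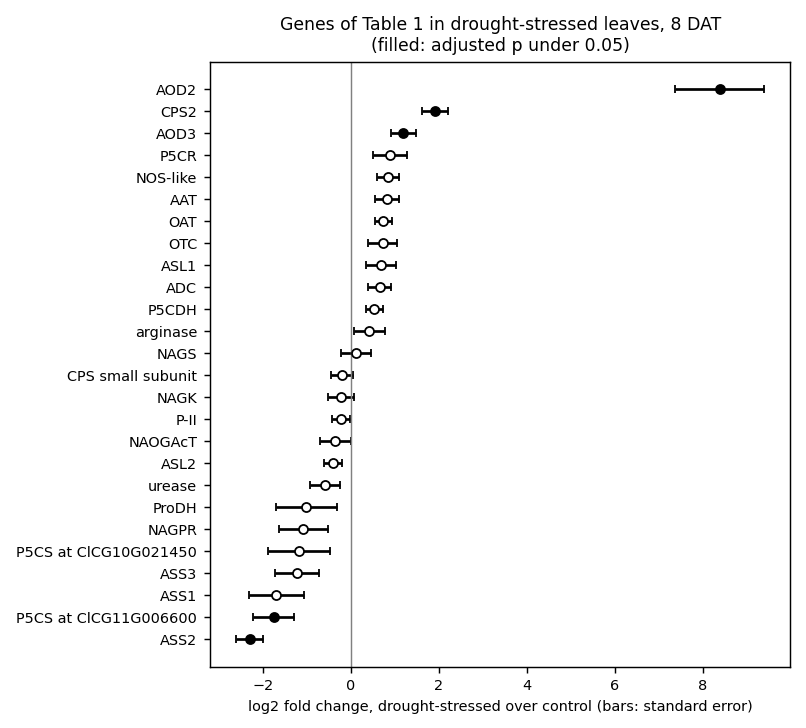
Log2 fold change of the 26 tested genes of Table 1, drought-stressed over control leaves, with bars of 1 SE (3 libraries per group). Filled points mark the 5 genes with an adjusted p under 0.05 from edgeR, 3 above 0 and 2 below.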

The transcript quantification confirmed significant increases in the expression of *N-acetylornithine deacetylases* (*AOD*, ClCG09G012030, ClCG09G012020), the large subunit of Carbamoyl *phosphate synthase* (*CPS2*, ClCG09G021680), and *N-acetylornithine aminotransferase* (ClCG09G003180) which all are associated directly with citrulline synthesis. 

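The deacetylase gene AOD2 (ClCG09G012030), whose product releases ornithine from N-acetylornithine, rose from 5.48 ± 4.67 CPM in control leaves to 1829.9 ± 1016 in drought-stressed leaves (SD, n = 3). Its log2 fold change was 8.38 (SE 1.01, adjusted p = 0.00600 from edgeR), and 9.25 without control replicate 3, and all 13 alternative settings kept the call. CPS2 (ClCG09G021680), the large subunit of the enzyme that supplies carbamoyl phosphate, rose from 107 ± 29.9 to 400.2 ± 65.6 CPM, a log2 fold change of 1.91 (SE 0.30, adjusted p = 0.0115 from edgeR). AOD3 (ClCG09G012020) rose from 14.8 ± 4.78 to 33.6 ± 5.17 CPM, a log2 fold change of 1.19 (SE 0.29, adjusted p = 0.0380 from edgeR). N-acetylornithine aminotransferase (ClCG09G003180), which forms N-acetylornithine, had 82.0 ± 25.9 and 146 ± 2.47 CPM, a log2 fold change of 0.83 (SE 0.27) that did not pass (adjusted p = 0.0878 from edgeR, and 0.0310 to 0.227 over the alternatives, under 0.05 by DESeq2, without control replicate 2, without control replicate 3 and with library totals, at 0.0392, 0.0470, 0.0415 and 0.0310). Its unadjusted p from edgeR was 0.0184. The paper also reports the induction of this gene, CPS2, AOD2 and AOD3 by quantitative PCR, which was not analysed here. The adjusted p of CPS2 from edgeR was 0.0523, 0.0576 and 0.0585 without control replicate 1, drought replicate 1 or drought replicate 3, within 1.71e-08 to 0.0585 over the alternatives. That of AOD3 from edgeR was 0.126, 0.0586, 0.0897, 0.126 and 0.153 without control replicate 1, control replicate 3, or drought replicate 1, 2 or 3, and 0.0707 with library totals, within 0.00366 to 0.153.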

Expression of all three *Arginosuccinate synthases* (*ASS*; ClCG03G003660, ClCG03G003670, and ClCG06G017780) involved in two-step degradation of citrulline was significantly downregulated. Similarly, the expression of *Ornithine decarboxylase* (*ODC*; ClCG08G013990) associated with the alternative pathway of ornithine catabolism was also significantly downregulated.

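ASS2 (ClCG03G003670) fell from 37.2 ± 9.28 CPM in control leaves to 7.54 ± 2.06 in drought-stressed leaves (SD, n = 3), a log2 fold change of -2.30 (SE 0.30, adjusted p = 0.00800 from edgeR). ASS1 (ClCG06G017780), the most abundant of these genes, had 875 ± 587 and 269.8 ± 46.4 CPM and a log2 fold change of -1.70 (SE 0.62) that did not pass (adjusted p = 0.112 from edgeR). Its counts in control replicates 1, 2 and 3 were 25302, 4584 and 18421. ASS3 (ClCG03G003660), which lies beside ASS2 on chromosome 3, had 35.9 ± 18.7 and 15.3 ± 8.13 CPM and a log2 fold change of -1.23 (SE 0.51) that did not pass (adjusted p = 0.151 from edgeR). The unadjusted p from edgeR was 0.0282 for ASS1 and 0.0460 for ASS3, and the paper's methods set their threshold of 0.05 on the unadjusted p. Reads shared between ASS2 and ASS3, if any, cannot be told from these counts. The adjusted p of ASS2 from edgeR was 0.0507 without drought replicate 3, the highest of 1.22e-09 to 0.0507 over the alternatives. Over the alternatives the adjusted p ran from 0.00207 to 0.292 for ASS1, which passed without control replicate 2 (0.00207) and by DESeq2 (0.0202), and from 0.0404 to 0.348 for ASS3, which passed without control replicate 2 (0.0404).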

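ODC (ClCG08G013990), which turns ornithine into the polyamine putrescine, had 20, 76 and 3 counts in control replicates 1, 2 and 3 and 7, 2 and 0 counts in drought replicates 1, 2 and 3. Its mean was 1.65 ± 1.83 CPM in control leaves and 0.126 ± 0.154 in drought-stressed leaves (SD, n = 3). With so few counts the gene did not enter the test. Without a filter on low values its log2 fold change was -3.63 (SE 1.41) and did not pass (adjusted p = 0.142 from edgeR). In the authors' deposited table its log2 fold change was -2.49 at an adjusted p of 0.0375.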

**TABLE 1:** RNA-Seq data showing fold-change differences in the expression of genes associated with citrulline metabolism.

Gene IDs	Gene function	log2 fold-change	*p*-Value
C1CG09G012030	*N*-acetylornithine deacetylase	7.44	0.00
C1CG09G021680	Carbamoyl phosphate synthase, large subunit	1.84	0.00
C1CG09G012020	*N*-acetylornithine deacetylase	1.14	0.00
C1CG04G004210	Pyrroline-5-carboxylate reductase	0.82	0.04
C1CG01G004960	Nitric-oxide synthase, putative	0.81	0.01
C1CG09G003180	*N*-acetylornithine aminotransferase	0.79	0.01
C1CG03G006680	Ornithine-δ-aminotransferase	0.71	0.00
C1CG05G018820	Ornithine carbamoyltransferase	0.67	0.07
C1CG08G011660	Argininosuccinate lyase	0.65	0.09
C1CG11G003830	Arginine decarboxylase	0.63	0.01
C1CG01G014440	P5C dehydrogenase	0.5	0.03
C1CG06G000480	Arginase	0.38	0.32
C1CG01G017650	*N*-acetyl Glu synthase	0.09	0.82
C1CG11G013120	Carbamoyl phosphate synthase, small subunit	–0.22	0.42
C1CG08G012830	*N*-acetylglutamate kinase	–0.24	0.50
C1CG09G004810	P-II	–0.24	0.33
C1CG09G012040	*N*-acetylornithine deacetylase	–0.35	0.72
C1CG10G020940	*N*-acetylornithine-glutamate acetyltransferase	–0.36	0.36
C1CG11G014580	Argininosuccinate lyase	–0.42	0.08
C1CG11G013850	Urease	–0.59	0.12
C1CG11G005180	Proline dehydrogenase	–0.92	0.14
C1CG09G017590	*N*-acetyl-γ-glutamyl-P-reductase	–1.02	0.06
C1CG10G021450	Pyrroline-5-carboxylate synthase	–1.08	0.09
C1CG03G003660	Argininosuccinate synthase	–1.16	0.02
C1CG06G017780	Argininosuccinate synthase	–1.58	0.00
C1CG11G006600	Pyrroline-5-carboxylate synthase	–1.67	0.00
C1CG03G003670	Argininosuccinate synthase	–2.25	0.00
C1CG08G013990	Ornithine decarboxylase	–2.49	0.01

**FIGURE 4:**
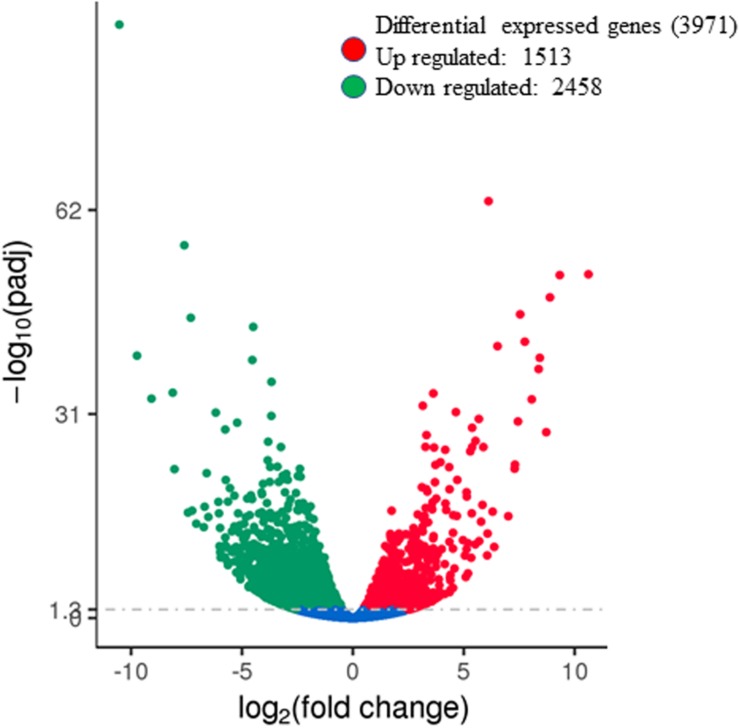
Summary of differentially expressed genes during drought stress. The volcano map showing the number of differentially expressed genes in the leaf tissue (8 DAT) due to drought stress. Red dots represent up-regulated genes and green dots represent down-regulated genes (padj < 0.05). Blue dots indicate no significant difference in genes padj(qvalue) is corrected *p*-value. DAT, days after initiation of drought treatment.

Ten DEGs associated with citrulline metabolism were used for real-time qRT-PCR analysis to validate the RNA-Seq data. The expression analysis confirmed the induction of *CPS2*, *Ornithine carbamoyltransferase (OTC*), *AOD2*, *AOD3*, and *N-Acetylornithine aminotransferase* (*AAT*) and trend for down-regulation of *ASS1* (Figure 5). The qPCR expression data confirmed the results and reproducibility of the RNA-Seq data for the subset of selected genes (Supplementary Figure S7).

**FIGURE 5:**
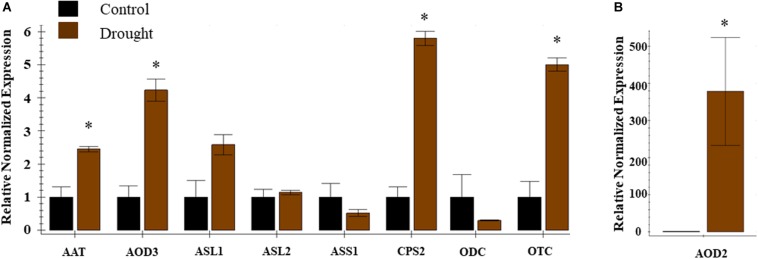
Expression profiles of genes associated with citrulline metabolism during drought stress. Real time expression analysis was carried out in leaf tissue 8 DAT from control and drought stressed plants. The error bars represent the means ± SE (*n* = 3), asterisk indicates significant differences in the expression of a specific gene compared to control sample (*p* < 0.1). Relative normalized expression is presented for nine **(A)** genes viz. AAT, *N-*acetylomithine transferase; AOD3, *N-acetylornithine* deacetylase; ASL-1, 2 Arginosuccinate lyase; ASS-1, Arginosuccinate synthase; CPS2, Carbamoyl phosphate synthase -large subunit; OCD, ornithine cyclodeaminase; ODC, Omithine decarboxylase; OTC, Omithine transcarboxylase; DAT, days after initiation of drought treatment and **(B)** AOD2, *N*-acetylornithine deacetylase.

### Impact of Nitrogen Deficiency on Citrulline Metabolism

#### Validation of Nitrogen Deficit Treatment

A field experiment was performed to evaluate the impact of nitrogen deficit on citrulline accumulation in the vegetative tissues during development. The nitrogen deficit was validated based on significantly lower total soil inorganic nitrogen (Supplementary Figure S8A) and free nitrates (Supplementary Figure S8B). Additionally, the estimates of nitrate in the phloem sap (Supplementary Figure S9), total nitrogen in leaves (Supplementary Figure S10), and chlorophyll content (Supplementary Figure S11) further confirmed the compromised nitrogen assimilation in the plants under nitrogen deficit.

#### Changes in the Citrulline Content and Gene Expression During Nitrogen Deficit

Citrulline content in the leaf tissues was altered significantly, vis-à-vis the availability of nitrogen. The citrulline in leaf tissues collected 45 and 69 days after initiation of nitrogen stress was reduced by 5 to 6-fold in cultivar Charleston Gray and 2 to 6-fold in Crimson Sweet (Figure 6). Ornithine content was only detectable in leaves during the early stages of plant development and was reduced by several folds in both the cultivars due to nitrogen stress (Supplementary Tables S6, S7). While arginine content was down by eightfold due to nitrogen stress in the cultivar Crimson Sweet at 45 days after the initiation of nitrogen stress. Besides, aspartate and glutamine, which reduced significantly due to nitrogen stress, most other amino acids showed a trend for reduced accumulation due to nitrogen stress in leaf tissues. The changes in amino acids were not consistent in the stem of both the cultivars. In terms of relative contribution, percent distribution of citrulline, arginine, or ornithine relative to all amino acids was significantly reduced due to nitrogen stress in the vegetative tissues of both the cultivars (Supplementary Figures S12, S13). Further, we also evaluated changes in the content of amino acids in the phloem sap due to nitrogen stress. Although differences were insignificant in the case of cultivar Charleston Gray, the amounts of citrulline, arginine, and ornithine were significantly reduced in the cultivar Crimson Sweet subjected to nitrogen stress (Supplementary Figure S14). A subset of genes associated with citrulline metabolism was evaluated using the quantitative real-time gene expression analysis of leaf tissue using cv. Crimson Sweet (Figure 7). The expression of *AAT* and *CPS2* associated with citrulline biosynthesis were downregulated. Unlike the drought-stressed plants, the expression of other genes associated with citrulline metabolism was mostly unchanged due to nitrogen stress.

**FIGURE 6:**
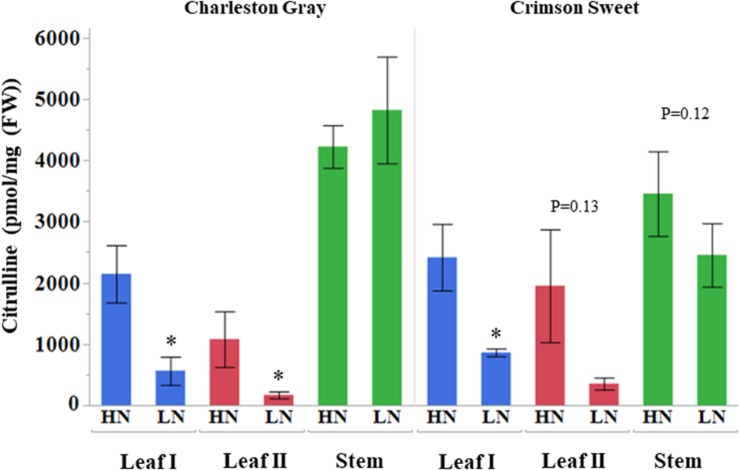
Citrulline accumulation in watermelon tissues during nitrogen deficit (pmol/mg FW). Citrulline content of plant tissues collected during early 45 DAT (Leaf I and stem) and extended 69 DAT (Leaf II) nitrogen deficit treatment is shown on vertical axis. The values represent means ± SD (*n* = 3 or 4). The asterisk (^∗^) represent significant differences between high (HN) and nitrogen deficit (LN) treatments (*p* < 0.1, Student’s *t*-test). DAT, days after initiation of nitrogen deficit treatment.

**FIGURE 7:**
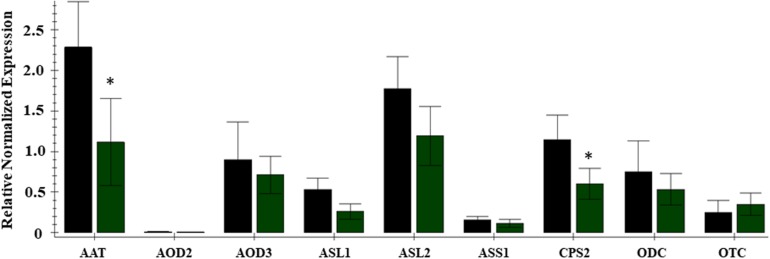
Expression analysis of genes associated with citrulline metabolism during nitrogen deficit in the cultivar Crimson Sweet. Real-time expression analysis was carried out using leaf tissues 45 DAT from plants subjected to nitrogen stress LN (green bars) and control HN (black bars). The error bars represent the means ± SE (*n* = 3); an asterisk indicates significant differences in the expression of a specific gene compared to the control sample (*p* < 0.1) for nine genes viz. *AAT*, *N-acetyrlornithine transferase*; *AOD3*, *N-acetylornithine deacetylase*; *ASL-1*, *2Arginosuccinate lyase*; *ASS-1*, *Arginosuccinate synthase*; *CPS2, Carbamoyl phosphate synthase -large subunit*; *ODC, Omithine decarboxylase*; *OTC, Ornithine transcarboxylase*; *AOD2, N-acetylomithine deacetylase*; DAT, days afterinitiation of drought treatment.

## Discussion

### Induction of Citrulline in the Vegetative Tissues of Watermelon During Drought Stress

Abiotic stresses such as drought stress or sub-optimal nitrogen levels, severely limit the productivity of many crops. Tolerance to abiotic stresses is a complex trait requiring orchestrated regulation of physiological, molecular, and biochemical responses, each making incremental contributions. Exposure to drought stress disrupts the electron transport chains resulting in the accumulation of ROS, which can lead to cellular damage. Amino acids induced in response to abiotic stresses act as powerful ROS-scavengers or antioxidants (Verslues and Juenger, 2011). Being potentially potent hydroxyl radical scavenger than other compatible solutes like mannitol, proline, and glycine betaine (Akashi et al., 2001; Yokota et al., 2002), citrulline contributes to protecting green tissues from the secondary oxidative stress damage during drought stress. Although produced in large amounts in the fruits of cucurbits, not much is known about the physiological or biochemical relevance of citrulline in the vegetative tissues of plants. Citrulline has been proposed to play a broader role in abiotic stress tolerance as an active osmolyte, nitrogen carriers, and possibly a signaling molecule (Joshi and Fernie, 2017). Our results demonstrated a rapid early induction (∼38 fold) of citrulline within 8 days of initiation of drought stress. Citrulline accumulation in leaf tissues further increased during prolonged stress, but its induction relative to control decreased (∼16 fold). The early rapid induction of citrulline implicates its utility as a potential biomarker for drought-induced responses. The fold-change increases in arginine (catabolic product of citrulline) and ornithine (precursor), consistent with the increase in citrulline and their high positive correlations with one another, emphasize the significance of the ornithine-citrulline-arginine pathway in watermelons during drought stress. Nonetheless, the importance of the glutamate-derived arginine pathway in abiotic stress tolerance in higher plants is well-supported, due to the production of stress-induced intermediates such as ornithine, citrulline, nitrous oxide, polyamines and proline (Kalamaki et al., 2009; Winter et al., 2015). Further, in terms of abundance, percent citrulline accumulation due to drought stress varied from 21 to 25% in stem and leaf tissues, respectively. These findings are consistent with a report showing almost 49% accumulation of citrulline during drought stress in the leaves of *Citrullus colocynthis*, a wild relative of watermelon (Kawasaki et al., 2000; Yokota et al., 2002). Transgenic approaches such as overexpression of DOF transcription factor (Massange-Sánchez et al., 2016) and *N*-acetyl-L-glutamate synthase, a first biosynthetic enzyme in the arginine pathway (Kalamaki et al., 2009) in Arabidopsis have demonstrated a positive association between increased citrulline and drought tolerance. Enhanced citrulline accumulation and possibly genes associated with its metabolism in watermelon could provide cues to manipulate citrulline concentrations in plant species that do not accumulate enough citrulline.

### Transcriptional Regulation of Citrulline Metabolism

The complex nature of plant responses to drought stress is evident by thousands of differentially expressed genes identified in numerous transcriptomic datasets available in the public domain. However, a coherent picture of a generalized regulation of citrulline metabolism based on gene expression profiles across plant species have not yet emerged. In this study, using the genome sequence of cultivar Charleston Gray, we identified 3971 differentially expressed genes in drought-stressed leaves of watermelon, out of which 132 were novel genes. 

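Gene models outside the reference annotation changed in both directions, with 33 higher and 36 lower in drought-stressed leaves among the 528 tested of 881 in the table (edgeR, adjusted p under 0.05). One of them, Novel00340 on chromosome 4 from 22525374 to 22526435, matches a class I heat shock protein of melon by its description. It rose from 1.01 ± 0.690 CPM in control leaves to 721 ± 428 in drought-stressed leaves (SD, n = 3), a log2 fold change of 9.47 (SE 0.98, adjusted p = 0.00461 from edgeR). The 69 calls were 23 without control replicate 1, 118 without control replicate 2, 16, 16 and 12 without drought replicate 1, 2 or 3, and 126 by DESeq2. In the authors' deposited table 133 such models have an adjusted p under 0.05.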

Our transcriptome data indicated that most genes related to citrulline metabolism were differentially expressed under drought stress (Table 1). 

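Of 11 tested genes from glutamate to citrulline 3 rose in drought-stressed leaves (3 when adjusted over the list alone), and 1 without control replicate 1, drought replicate 1 or drought replicate 3. The median log2 fold change of these genes was 0.11, and -0.12, 0.57, 0.0024 and 0.22 without control replicate 1, control replicate 3, drought replicate 1 or drought replicate 3, -0.03 without a filter, 0.18 with upper-quartile scaling, 0.33 with library totals and 0.21 with the replicate block. Of 10 tested genes that use citrulline, ornithine or arginine 1 fell (1 higher and 2 lower when adjusted over the list alone), while 4 were higher and 3 lower without control replicate 2, 2 higher and 3 lower by DESeq2, 2 lower without control replicate 3, 1 higher and 1 lower with library totals, and 2 lower with the replicate block (paired libraries, where arginine decarboxylase stood at a log2 fold change of 0.67). Without drought replicate 3 edgeR called 0 of the latter genes, with 1 higher and 2 lower at an unadjusted p under 0.05. Their median log2 fold change was -0.50, and -0.21 and -0.77 without control replicate 2 or 3. Arginine decarboxylase (ClCG11G003830), a step to polyamines, had a log2 fold change of 0.66 (SE 0.26) that did not pass (adjusted p = 0.133 from edgeR, 0.0197 by DESeq2 and 0.0218 without control replicate 2, within 0.0197 to 0.346 over the alternatives). Arginase (ClCG06G000480) had 0.42 (SE 0.35), and 0.88 without control replicate 2 and 0.14 without control replicate 3, and did not pass (adjusted p = 0.451 from edgeR) but for 0.0281 without control replicate 2, the lowest of 0.0281 to 0.771 over the alternatives. Urease (ClCG11G013850) had -0.59 (SE 0.34), and -0.15 without control replicate 2, and did not pass (adjusted p = 0.269 from edgeR). The synthesis group stood at an adjusted p of 0.0612 against the other genes by camera (adjusted p = 0.533 with an estimated correlation), and the group of genes that use citrulline, ornithine or arginine at 0.476. Without control replicate 3, without drought replicate 2, and with library totals the adjusted p of the synthesis group by camera was 0.00999, 0.0246 and 0.0367 (adjusted p = 0.345, 0.537 and 0.614 with an estimated correlation). Both lists were chosen by the study on these samples, so their counts are not independent evidence of a direction.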

Notably, the expression of *N-acetylornithine deacetylases*, *Carbamoyl phosphate synthase (large subunit), N-acetylornithine aminotransferase*, and *OTC* directly associated with citrulline synthesis were significantly up-regulated in response to drought stress, which is consistent with the enhanced levels of citrulline and arginine. Moreover, the expression of *Argininosuccinate lyase (ASL2)*, and all three *Argininosuccinate synthase* genes associated with citrulline catabolism; and expression of *ODC* involved in ornithine catabolism were significantly downregulated. However, the activation of citrulline biosynthetic genes is consistent with RNAseq profiles of the drought-stressed leaves of *C. colocynthis* plants (Wang et al., 2014).

A model illustrating the possible regulation of citrulline during drought stress by activation of biosynthetic genes (*AAT, AOD, OTC, and CPS2*) and down-regulation of catabolic (*ASS, ASL, ODC*) genes is presented (Figure 8). 

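Of the genes that the model draws as activated, all 5 had log2 fold changes above 0 in drought-stressed leaves and 3 passed the test, both deacetylases and CPS2 (edgeR, adjusted p under 0.05). Of the argininosuccinate synthases, ASL2 and ODC, which the paper names as down-regulated, 4 were tested, all with log2 fold changes below 0, and 1 passed, ASS2. The paper drew this model from its gene expression analysis, these libraries included, so the signs are not independent evidence of a direction. The model names the lyase without a number, and the other lyase gene, ASL1, lay above 0 and was called higher without control replicate 2. By DESeq2 4 of the former were higher and 2 of the latter lower, and without control replicate 2 these numbers were 4 and 3. The paper reasons that synthesis of citrulline is activated while its breakdown is reduced, which it sets beside the higher citrulline content of the leaves, and proposes this balance as the way citrulline is regulated in drought (Figure 8).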

Among the biosynthetic genes, expression of *AAT* which catalyzes the reversible conversion of *N*-acetylglutamate 5-semialdehyde to *N*-acetylornithine in the presence of glutamate, was highly induced in drought-stressed leaves. *N*-acetylornithine aminotransferase in Arabidopsis (Frémont et al., 2013) is highly expressed in leaves and involved in arginine synthesis. 

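AOD2, AOD3 and a further deacetylase gene, ClCG09G012040, stand in a row on chromosome 9 of the Charleston Gray genome, AOD3 from 13094295 to 13098888, AOD2 from 13134974 to 13140976 and ClCG09G012040 from 13196371 to 13204636. AOD2 had 23, 97 and 186 counts in control replicates 1, 2 and 3 and 70521, 27689 and 29907 in drought replicates 1, 2 and 3. For AOD3 the counts were 259, 409 and 185 in the control and 655, 875 and 820 in drought. ClCG09G012040 had 4, 0 and 5 counts in the control and 6, 0 and 0 in drought, too few to be tested. As related genes the 3 may share reads. With counts TMM-scaled to a common total, the AOD3 counts above the control mean were 0.436, 1.84 and 1.67% of the AOD2 counts in drought replicates 1, 2 and 3.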

Consistent with the induced expression of *N-acetylornithine deacetylases* genes in the drought-stressed leaves of *C. colocynthis* (Wang et al., 2014), both the *AOD2* (ClCG09G012030) and *AOD3* (ClCG09G012020) genes were induced in the leaf tissue in response to drought stress. In Arabidopsis, AOD is involved in ornithine synthesis and regulation of the C: N balance during reproduction via polyamine synthesis (Molesini et al., 2015). It was previously suggested that wild watermelon accumulates high levels of acetylornithine deacetylase (*DRIP1; ArgE*) transcripts (Kawasaki et al., 2000) and *N*-acetylornithine: *N-*acetylglutamate acetyltransferase (*NAOGAcT*) (Takahara et al., 2005) during drought stress. Our RNA-Seq analysis did not show any change in the expression of *NAOGAcT* (ClCG10G020940), which is involved in the non-linear pathway of ornithine/citrulline synthesis (Joshi and Fernie, 2017). Instead, synthesis of citrulline through the linear pathway *via* induction of *AAT* and both *AOD* genes justifies the superfluous energy-intensive regeneration of *N*-acetylglutamate through the non-linear pathway during drought stress. 

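NAOGAcT (ClCG10G020940), which moves the acetyl group from N-acetylornithine back to glutamate, had 21.1 ± 9.29 CPM in control leaves and 16.5 ± 3.91 in drought-stressed leaves (SD, n = 3). Its log2 fold change was -0.36 (SE 0.35) and did not pass (adjusted p = 0.529 from edgeR, 0.276 to 0.897 over the alternatives), and without control replicate 3 it was 0.06. The genes of the steps from glutamate to N-acetylglutamate semialdehyde did not pass either. N-acetylglutamate synthase (ClCG01G017650) had a log2 fold change of 0.11 (SE 0.34, adjusted p = 0.853 from edgeR), which was -0.12 without control replicate 1 and -0.03 without control replicate 2. N-acetylglutamate kinase (ClCG08G012830) had -0.22 (SE 0.30, adjusted p = 0.649 from edgeR), and 0.14 without control replicate 2. N-acetylglutamate phosphate reductase (ClCG09G017590) had -1.08 (SE 0.55, adjusted p = 0.226 from edgeR). A p that misses the threshold does not show that a gene kept its level.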

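Ornithine carbamoyltransferase (OTC, ClCG05G018820), which joins ornithine and carbamoyl phosphate to citrulline, had 56.5 ± 24.8 CPM in control leaves and 93.2 ± 8.54 in drought-stressed leaves (SD, n = 3). This is a log2 fold change of 0.72 (SE 0.34) that did not pass (adjusted p = 0.190 from edgeR, 0.0576 to 0.373 over the alternatives). The paper also reports the induction of OTC by quantitative PCR, which was not analysed here. The counts of CPS2 were 1538, 1990 and 2485 in control replicates 1, 2 and 3 and 11199, 8764 and 8058 in drought replicates 1, 2 and 3. The small subunit of carbamoyl phosphate synthase (ClCG11G013120) had a log2 fold change of -0.20 (SE 0.25, adjusted p = 0.624 from edgeR), and 0.03 without control replicate 2.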

OTC and carbamoyl phosphate synthase (CPS2) catalyzing the first and penultimate steps in citrulline synthesis were both induced due to drought stress aligning with the increased citrulline phenotype in leaf tissues. The indispensable role of these genes in citrulline synthesis is apparent based on reduced citrulline production in the leaves of ven*6* knock-down mutation in the large subunit of Arabidopsis CPS (Mollá-Morales et al., 2011).

**FIGURE 8:**
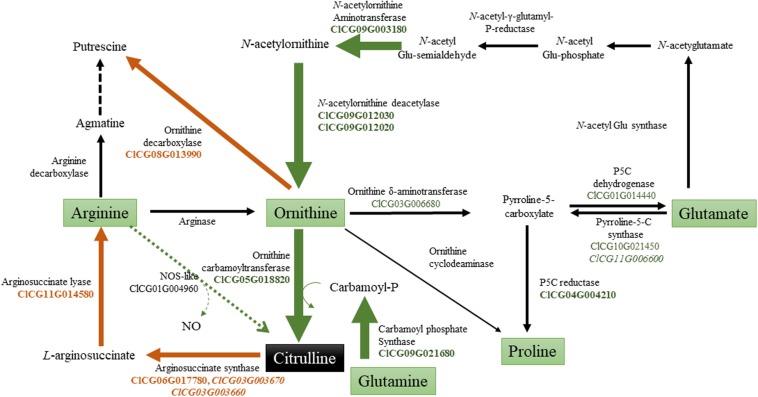
Model showing the regulation ofcitrulline metabolism during drought stress. Based on expression and RNA-Seq analysis, genes involved in citrulline metabolism were grouped in into biosynthetic and catabolic genes. The green arrows indicates induction of genes associated with citrulline synthesis; while brown arrow’s down-regulation of genes involved in citrulline/ornithine degradation [Gene EDs from Watermelon genome (cultivar Charleston Gray) [ntemational Cucurbit Genomics Initiative].

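The argininosuccinate lyase genes, whose product splits argininosuccinate to arginine, lay on either side of 0 in drought-stressed leaves. ASL2 (ClCG11G014580) had 30.1 ± 4.62 CPM in control leaves and 22.8 ± 1.77 in drought-stressed leaves (SD, n = 3), a log2 fold change of -0.40 (SE 0.20) that did not pass (adjusted p = 0.211 from edgeR, 0.164 to 0.598 over the alternatives). ASL1 (ClCG08G011660) had 38.2 ± 17.6 and 61.8 ± 13.5 CPM, a log2 fold change of 0.69 (SE 0.34) that did not pass (adjusted p = 0.213 from edgeR) but reached 1.14 without control replicate 2 (0.0121, lowest of 0.0121 to 0.479 over the alternatives). The counts of ASS1 in drought replicates 1, 2 and 3 were 7608, 5891 and 5390, those of ASS2 233, 150 and 145, and those of ASS3 571, 206 and 290.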

The expression of *ASS1* (ClCG06G017780), *ASS2* (ClCG03G003670), *ASS3* (ClCG03G003660), and *ASL2* (ClCG11G014580) genes, involved in citrulline catabolism, were significantly down-regulated corroborating the increased citrulline accumulation in drought-stressed leaves. Although *ASS* and *ASL* genes are critical for the synthesis of arginine and downstream products such as polyamines, not much is known with respect to their functional significance during abiotic stress in plants. Even So, the developmental down-regulation of *ASS* and *ASL* genes has been shown to increase citrulline concentration in maturing watermelon fruits (Guo et al., 2013, 2015; Joshi et al., 2019). The existence of a pathway synthesizing citrulline from arginine via *nitric oxide synthase* (*NOS*) still awaits an experimental confirmation in plants (Moreau et al., 2010; Santolini et al., 2017). 

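The NOS-like gene ClCG01G004960 on chromosome 1 had 68.8 ± 18.1 CPM in control leaves and 124 ± 13.6 in drought-stressed leaves (SD, n = 3). Its log2 fold change was 0.85 (SE 0.26) and did not pass over all tested genes (adjusted p = 0.0699 and unadjusted p = 0.0124 from edgeR). When adjusted over the list alone, which the study chose on these samples, its p was 0.0460 from edgeR. Over the alternatives the adjusted p ran from 0.0227 to 0.209, and it passed by DESeq2 (0.0227), without control replicate 2 (0.0385) and with library totals (0.0331).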

Although our data shows the induction of a *NOS*-like (ClCG01G004960) gene, its potential role in citrulline production remains uncertain without its functional validation. Even if ODC is well-studied for its role in polyamine synthesis and abiotic stresses tolerance (Chen et al., 2019), expression of *ODC* gene (ClCG08G013990) was down-regulated in drought-stressed leaf tissue. Given, the ODC and OTC enzymes compete for the common pool of ornithine, down-regulation of *ODC* substantiates the importance of increased citrulline accumulation in drought-stressed tissues in watermelon. Although the downregulation of the ClCG05G008460 gene annotated as *Ornithine cyclodeaminase*^1^ justifies the increased citrulline, the enzyme lacks functional validation and shares low homology (42%) with canonical Ornithine cyclodeaminases. 

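The gene ClCG05G008460, annotated as ornithine cyclodeaminase, had 263, 463 and 79 counts in control replicates 1, 2 and 3 and 58, 121 and 47 counts in drought replicates 1, 2 and 3. Its mean was 13.7 ± 9.04 CPM in control leaves and 3.17 ± 1.5 in drought-stressed leaves (SD, n = 3). The log2 fold change was -2.11 (SE 0.63) and did not pass (adjusted p = 0.0670 and unadjusted p = 0.0115 from edgeR). With the replicate number as a block, a pairing that the design does not establish, it passed, at a log2 fold change of -1.94 and an adjusted p of 0.0245 from edgeR. It also passed by DESeq2 (0.00609) and without control replicate 3 (0.0231), within 0.00609 to 0.216 over the alternatives.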

Intriguingly, RNA-Seq data also identified the induction of *Ornithine* δ-*aminotransferase*, *Pyrroline-5-carboxylate synthase* (P5CS), and *Pyrroline-5-carboxylate reductase*, major genes involved in the synthesis of proline. 

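Ornithine δ-aminotransferase (ClCG03G006680) had 15.5 ± 0.376 CPM in control leaves and 25.8 ± 3.35 in drought-stressed leaves (SD, n = 3), a log2 fold change of 0.73 (SE 0.20) that did not pass over all tested genes (adjusted p = 0.0520 and unadjusted p = 0.00714 from edgeR). Pyrroline-5-carboxylate reductase (ClCG04G004210) had a log2 fold change of 0.88 (SE 0.39) that did not pass (adjusted p = 0.169 and unadjusted p = 0.0553 from edgeR, unadjusted p = 0.0406 by DESeq2). Of the genes listed as pyrroline-5-carboxylate synthase, ClCG11G006600 fell from 69.8 ± 46.7 to 20.7 ± 3.92 CPM, a log2 fold change of -1.76 (SE 0.46, adjusted p = 0.0477 from edgeR), and -1.05 without control replicate 2. Supplementary Table S5 describes this gene as gamma-glutamyl phosphate reductase, an activity of that enzyme. ClCG10G021450 had a log2 fold change of -1.19 (SE 0.70) that did not pass (adjusted p = 0.289 from edgeR). Pyrroline-5-carboxylate dehydrogenase (ClCG01G014440) and proline dehydrogenase (ClCG11G005180), of proline breakdown, had 0.53 (SE 0.19) and -1.01 (SE 0.70), neither past the test (adjusted p = 0.112 and 0.361 from edgeR). Proline dehydrogenase had -0.14 without control replicate 2, -0.62 without drought replicate 1 and -1.69 without drought replicate 2. Of the 6 genes of proline metabolism 1 fell, and 1 was higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.833, with a median log2 fold change of -0.24 beside a camera direction upward). Without control replicate 2, 2 were higher and 2 lower and the median was 0.26, the highest of -0.26 to 0.26 over the alternatives, and without control replicate 1 or drought replicate 1, 2 or 3 edgeR called 0 of them, with 1 higher and 1 lower at an unadjusted p under 0.05 each time (1 and 1 by DESeq2 with every library). The fall of ClCG11G006600 no longer passed with the replicate block (paired libraries, 0.0640), with upper-quartile scaling (0.0510), with library totals (0.0879), without control replicate 1 (0.0861) or without drought replicate 1, 2 or 3 (0.151, 0.163 and 0.138), within 0.00272 to 0.163 over the alternatives. Without control replicate 2 ClCG10G021450 passed at 0.0254, the lowest of 0.0254 to 0.582, and ClCG01G014440 at 0.0333, the lowest of 0.0333 to 0.317. Ornithine δ-aminotransferase passed without control replicate 2 (0.0387), by DESeq2 (0.00795), with a mean of at least 50 counts (0.0481) and with upper-quartile scaling (0.0408), within 0.00795 to 0.193.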

Relative to citrulline, fold-change increase, or percent distribution of proline was minimal. It is plausible to assume that proline and citrulline act synergistically, although proline may play a subordinate role in drought tolerance in watermelon.

### Impact of Nitrogen Limitation on Citrulline Metabolism

Although less common than allantoin, it was suggested that nitrogen-rich citrulline could represent a significant portion of the endogenous source of nitrogen storage and transport (Ludwig, 1993). Citrulline has been a mode of transport of nitrogen in legumes (Parsons and Sunley, 2001) xylem saps of trees (Cramer et al., 2002; Frak et al., 2002) and in storage tissues in walnut (Mapelli et al., 2001). Our data demonstrated that citrulline synthesis is regulated by the nitrogen status of the plant. The results (1) significant reduction in citrulline content along with ornithine or arginine in the leaf tissues (2) the percent distribution in the nitrogen depleted leaves and stem (10–18%), comparable to that of nitrogen carrying amino acids – aspartate and glutamate (3) reduction in the phloem sap (cv. Crimson Sweet), during nitrogen stress and (4) down-regulation of biosynthetic genes *AAT* and *CPS2*, all support the role of citrulline in translocating nitrogen in the vegetative tissues of watermelon. Consistent with our results seedlings of a loss-of-function mutant of Arabidopsis nitrogen regulatory protein P-II, a gene located upstream in the citrulline metabolic pathway (Joshi and Fernie, 2017), grown on nitrogen depleted media accumulated up to 70% less citrulline along with down-regulation of *CPS* expression (Ferrario-Mery et al., 2006), while its over-expression in *Lotus japonicus* resulted in a 10-fold increase in free citrulline in nodules under nitrogen replete conditions (D’apuzzo et al., 2015). The data showing reduced levels of citrulline in the phloem sap further supports the role of citrulline in nitrogen translocation or long-distance transport. Consistent with this observation, citrulline was shown to be a significant component of phloem sap in muskmelon (*Cucumis melo* L) (Mitchell et al., 1992). The drought-induced *N*-acetyl glutamate transferase-like protein – DRIP-1 (Kawasaki et al., 2000) involved in citrulline synthesis was initially identified in the phloem exudates (Yokota et al., 2002). Moreover, the phloem sap transcriptome of watermelon (Guo et al., 2013) indicated a 35-fold higher expression of the *AOD* gene, which also supports the possibility of localized citrulline synthesis in the sieve elements for its long-distance transport. The differences in the amino acid composition of phloem sap among cultivars could be attributed to the genotypic or environmental factors.

## Conclusion

This study illustrated the significance of citrulline metabolism during abiotic stresses such as drought and nitrogen limitation in watermelon. The drought-induced rapid accumulation of citrulline and related metabolites in the vegetative tissues was demonstrated. Although the metabolic consequences of citrulline accumulation during drought stress are not fully understood, our findings show how the metabolic pathways associated with citrulline synthesis and catabolism are regulated in the vegetative tissues of watermelon during drought stress. The gene expression analysis indicated that citrulline perturbation due to drought stress is regulated simultaneously by activation of its biosynthesis and suppression of its catabolism. 

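Beyond citrulline metabolism, genes of the cell wall, of ethylene response and of defence were mostly lower in drought-stressed leaves. Of 50 tested genes of expansins, pectin enzymes, xyloglucan enzymes and extensins, which loosen or build the cell wall, 28 fell and 5 rose (42 and 8 when adjusted over the list alone). Of 33 genes of ethylene response and synthesis 20 fell and 2 rose (28 and 4 when adjusted over the list alone). Of 29 genes of pathogenesis-related proteins 18 fell and 3 rose (26 and 3 when adjusted over the list alone). Of 24 genes of WRKY transcription factors, regulators of defence, 15 fell (23 when adjusted over the list alone, with 1 higher). WRKY transcription factor 27 (ClCG10G012940) fell by a log2 fold change of -4.75 (SE 0.73, adjusted p = 0.0111 from edgeR), and -3.89 without control replicate 2, with an adjusted p of 0.0512, 0.0529 and 0.0561 without drought replicate 1, 2 or 3, within 2.22e-11 to 0.0561 over the alternatives. Called members of the lists meant to mark xylem, phloem, and guard cells and epidermis were lower as well. Whether they mark those cells was not tested, so a change of tissue make-up stays open. For xylem they were fasciclin-like arabinogalactan proteins, 5 of the 12 genes of the list (11 lower and 1 higher when adjusted over the list alone). For guard cells and epidermis they were trichome birefringence-like proteins, 4 of the 7 genes of the list (6 lower and 1 higher when adjusted over the list alone). Of 3 phloem genes 2 fell (3 when adjusted over the list alone). The lists take their members from genes called on these samples, so the counts are not independent evidence. For the same reason the counts adjusted over a list alone are no separate test. The numbers of lower genes for cell wall, ethylene, pathogenesis-related and WRKY were 12, 5, 8 and 3 without control replicate 1, 9, 4, 6 and 2 without drought replicate 1, 7, 4, 7 and 4 without drought replicate 2, and 4, 4, 5 and 2 without drought replicate 3, and 44 cell wall genes were lower without control replicate 2 and 23 WRKY genes by DESeq2. The higher genes for cell wall, ethylene and pathogenesis-related by edgeR were 5, 1 and 0 without control replicate 1, 2, 1 and 0 without drought replicate 1 or without drought replicate 3, and 3, 1 and 0 without drought replicate 2 (3 pathogenesis-related at an unadjusted p under 0.05 each time, and 8, 4 and 3 by DESeq2 with every library), and 3 for cell wall without control replicate 3. For xylem, phloem and guard cells the numbers of lower genes by edgeR were 0, 1 and 1 without control replicate 1, 0, 0 and 3 without drought replicate 1, and 0, 0 and 0 without drought replicate 2 or without drought replicate 3 (8, 3 and 5 at an unadjusted p under 0.05 without drought replicate 3, and 11, 3 and 6 by DESeq2 with every library), while for xylem 12 were lower without control replicate 2, 3 without control replicate 3 and 8 with the replicate block (paired libraries, where WRKY transcription factor 27 stood at a log2 fold change of -4.62).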

The RNA-Sequencing data presented in this study, which characterized the differentially expressed genes during drought stress, would serve as a resource to understand transcriptomic mechanisms induced by drought stress. Our data also demonstrated that the nitrogen status of the plant regulates citrulline synthesis. A detailed analysis of citrulline metabolism in model species using loss-of-function mutants and metabolic flux analysis would allow a better understanding of rate-limiting stages in citrulline synthesis, and its functional relevance in abiotic stresses. The outcome of this study will not only improve the current understanding of citrulline metabolism in agriculturally important crop – watermelon but vertically advance the knowledge about its metabolism in plants that do not accumulate citrulline to facilitate metabolite engineering.

## Data Availability Statement

The datasets generated for this study are deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE144814, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144814.

## Author Contributions

QS and VJ conceived and designed the work and wrote the manuscript. QS, MJ, and JD performed the experiments. QS, VJ, and MJ analyzed the data. VJ, QS, and MJ revised the manuscript critically.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://cucurbitgenomics.org/

2 http://cucurbitbreeding.com/watermelon-breeding/watermelon-cultivars-ca-cz/

3 http://soiltesting.tamu.edu

How the deposited data were processed for this re-analysis (not part of the article)

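RNA was sequenced from leaves of 3 control and 3 drought-stressed watermelon plants, 1 library per plant. The replicates are separate plants according to the paper and the labels. Libraries were mapped to conditions by the sample labels; the columns of the drought libraries carry the prefix TT1 where the labels have DT, and the replicate numbers match. No pair of libraries within a group had counts alike within sampling noise, the smallest chi-square per degree of freedom being 43.7.

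The authors deposited a table of 19742 genes with read counts per library, and a table of FPKM values for 23568 genes, 3826 of which are at 0 in every library. The counts were made by the authors from reads trimmed and aligned to the Charleston Gray genome; the paper names TopHat and HTSeq, and the processing notes name fastp, HISAT2 2.1.0 and featureCounts. The authors' normalized counts (a signal in arbitrary units) are the counts divided by 1 size factor per library, 0.842 to 1.19, and their FPKM values are scaled by gene length (in bases, as deposited by the authors) and by library total. The deposited log2 fold changes and p-values are the authors' own, from DESeq in the paper and DESeq2 in the processing notes; the log2 fold changes lie within 0.00335 of those that DESeq2 gives with a prior on fold changes. The adjusted p is missing for 1693 genes. The library kit named in the paper does not mark strand, so overlapping genes on opposite strands cannot be told apart, and related genes may share reads.

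From the counts, edgeR 4.0.16 in R 4.3.3 was used for the quasi-likelihood test, with TMM scaling, filterByExpr (a minimum count of 10 and a minimum total count of 15) and condition as the single factor, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the log2 fold change over the square root of the F statistic. CPM are the counts of a gene over the TMM-scaled library total, brought to a common total for all libraries. The common dispersion was 0.172. DESeq2 1.42.0 was run as an alternative. FPKM values were used for the correlations, as log2 with a pseudocount of 1. The TMM factors were 0.886, 1.15 and 0.812 for control replicates 1, 2 and 3 and 1.06, 1.11 and 1.03 for drought replicates 1, 2 and 3. At totals of 17907062 to 22351455 counts, a gene with no count in a group is given a floor of 3 counts over the group, which covers counting error only.

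Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01), with an estimated correlation and fry as alternatives. The lists of citrulline synthesis, of use of citrulline, ornithine and arginine, and of proline metabolism, and the 4 reference genes of the quantitative PCR were taken by ID from the paper; of the reference genes (actin, tubulin, clathrin adaptor and YLS8) all 4 had log2 fold changes below 0, at -0.63, -0.44, -0.12 and -0.42, and their adjusted p from edgeR was 0.168, 0.485, 0.783 and 0.294. Without control replicate 2 actin and tubulin were called lower, at log2 fold changes of -0.79 and -0.79 (adjusted p = 0.0278 and 0.0183 from edgeR, the lowest of 0.0278 to 0.439 and of 0.0183 to 0.877 over the alternatives), and clathrin adaptor stood at 0.17. Another 39 lists were fixed by words in gene descriptions. Descriptions were at hand for 3743 genes, of which 3508 were tested and 1993 called, and came from Supplementary Table S4 (1513 genes), the first 1998 genes of Supplementary Table S5, and the deposited table's descriptions of models outside the annotation. A family's members that the study did not call are mostly missing, so these lists were counted and not tested for enrichment. Counts adjusted over such a list alone are given beside the others and are no separate test.

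The text names the genes that the paper names, the 10 genes with the largest log2 fold change in each direction among those called without overlap of the groups, and up to 3 members with the lowest adjusted p of each list with a call, with a part of these given in the text and the rest summarised. The values of Table 1 and of Supplementary Tables S4 and S5 had been seen when this rule was set. The lists, tests and alternatives were set before the deposited counts were examined, but with those values seen. Set later were scaling by library totals and the tests of scaling, of reads shared by AOD2 and AOD3, of drought RNA in control replicate 2 and of other splits of the libraries.

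Whether replicate numbers pair the libraries was checked from the deviations of the log2 values from the group means, before calls were compared. The correlations of libraries with the same number were 0.148, 0.430 and 0.130, each above the bound of 0.1. The numbers were therefore taken to pair the libraries in the replicate block alternative, which is what paired libraries means in the text. Neither the paper nor the labels name a shared block, the paper calls the plants independent, and control replicate 3 correlated more with drought replicate 1 (0.303). This check does not establish that the libraries are paired.

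The procedure was tested on counts simulated for drought against control over 16027 genes. edgeR recovered 6 of 65 genes changed 2-fold, 29 of 63 changed 4-fold and 60 of 64 changed 16-fold, all in the right direction, with 5 false calls among 100. With the replicate block it recovered 3 of 65, 20 of 63 and 59 of 64 with 7 false calls among 89, and DESeq2 recovered 14 of 65, 50 of 63 and 63 of 64 with 54 false calls among 181 (29.8%). A first form of this test asked for a recovery that the dispersion of these libraries does not allow at 2-fold; the 16-fold class was then added, and the requirement was set on that class, on the bias of fold changes and on false calls. At this spread most changes of 2-fold were missed in the simulation. Few of its genes were changed, and its counts were drawn with edgeR's own dispersions. The shares of false calls and of recovered genes depend on that setting. They do not carry over to the real libraries, where many more genes were called.

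Alternatives were other scalings, filters, thresholds and tests, a replicate block, and each library left out in turn. Amino acid contents, quantitative PCR and the nitrogen experiment were not analysed here.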

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

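The tests of scaling, of reads shared by AOD2 and AOD3, of drought RNA in control replicate 2 and of other splits were chosen after the result was seen. The following signals lie in genes that the paper does not discuss, above or below the level of the control libraries.

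The gene lists below take their members mostly from genes called on these samples. Their numbers of called members are therefore not independent evidence of a direction and do not describe whole families. Adjustment over a list alone is no separate test for the same reason. Of 29 heat shock protein genes 17 were higher in drought-stressed leaves. All 7 genes described as abscisic acid receptors were lower, and 2, 2, 3 and 3 without control replicate 1 or drought replicate 1, 2 or 3. Of 76 pentatricopeptide repeat genes, of proteins that process RNA in organelles, 35 were higher (67 when adjusted over the list alone), and 3, 1, 2 and 0 without control replicate 1 or drought replicate 1, 2 or 3 (edgeR; 58 at an unadjusted p under 0.05 without drought replicate 3, and 65 by DESeq2 with every library). Of 24 WRKY genes 15 were lower, and 3, 2, 4 and 2 without the same libraries. The glycine-rich protein gene ClCG06G012810 was at least 2386-fold higher. Heat shock protein 21 (ClCG01G000120) and galactinol synthase 6 (ClCG10G011650) had log2 fold changes of 10.38 and 9.18 and kept their calls under all 13 alternatives. Threonine dehydratase (ClCG04G009600), of amino acid breakdown, had a log2 fold change of 7.46 (SE 1.30, adjusted p = 0.0157 from edgeR), and an adjusted p of 0.0590, 0.0506 and 0.0565 without drought replicate 1, 2 or 3, within 3.87e-13 to 0.0590 over the alternatives, and a log2 fold change of 9.25 without control replicate 2. Galactinol synthase 6 stood at 10.04 without control replicate 3.

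Control replicate 2 stood apart from control replicates 1 and 3. Lower depth is argued against: with every library thinned to 17907062 counts, r of control replicates 1 and 3 was 0.955, above the 0.889 and 0.846 with control replicate 2. RNA of drought-stressed leaves in this library is argued against as the cause: a share of 0.1 would give 51 genes at least 16 times higher in drought 50 counts or more there, but they lay at a median share of 0.00759 of their rise (quartiles -0.00114 and 0.0297; 0.0211, with quartiles 0 and 0.125, over all 136 such genes, those with few counts included), 39 of them below the 95% counting range of that share. The 285 genes at least 16 times lower in drought lay in control replicate 2 at a median of 0.804 of their fall. These genes were picked without control replicate 2, so they are high in control replicates 1 and 3 by choice. No share with another control left out was taken for comparison, so this value decides nothing. A start of the drought response in that plant, as a biological explanation, stays open. The differences of control replicate 2 from control replicate 1 correlated across genes at 0.339 with those of drought from control replicate 3. Its differences from control replicate 3 correlated at 0.0990 with those of drought from control replicate 1, between the bounds of 0.05 and 0.2. The differences of control replicate 3 from control replicate 1 gave 0.283 in the same comparison.

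More genes were lower than higher. The share of higher genes among the calls reached 52.1% with library totals, against 37.9 to 46.5% with the other scalings. Scaling between libraries is thus a candidate explanation for the balance of the calls. Library totals moved the median log2 fold change by 0.165, from -0.0297 with TMM to 0.135. Of the genes called with TMM and changed at least 2-fold, 706 were higher and 1222 lower. A shift of that size does not turn the direction of these genes. A biological excess of lower genes is not excluded by this test.

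AOD3 lies beside AOD2 and was higher with it. Reads of AOD2 counted for AOD3 would add a fixed share of the AOD2 counts, but that share differed 4.23 times between the drought libraries, which argues against them as the whole cause of the rise. Regulation of both genes by drought was not tested further here. The paper also reports the induction of AOD2 and AOD3 by quantitative PCR, which was not analysed here.

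The 6 libraries allow 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 866 higher and 1319 lower genes, 69 called models outside the annotation and 5 called genes of Table 1, and 1 split, the real one, gave counts as large for each. The other 9 splits gave 0 by edgeR, with 94 to 1443 genes at an unadjusted p under 0.05 (5140 for the real split) and 1 to 343 by DESeq2 (4120 for the real split). Of the others, 3 part all 3 same-numbered pairs as the real split does, and the rest part 1.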

How the results depend on the processing

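Scaling by library totals was chosen after the data were seen. The 31 tested genes that the paper names kept the sign of their log2 fold change under every alternative with all 6 libraries. With 1 library left out, NAGS ran from -0.12 (without control replicate 1) to 0.57 and was -0.03 without control replicate 2, CPS small subunit from -0.34 to 0.028, NAGK from -0.43 to 0.14 and clathrin adaptor from -0.32 to 0.17, these last 3 highest without control replicate 2, and NAOGAcT from -0.54 to 0.061 (without control replicate 3), all genes that did not pass the test; the cause was not tested. Over these genes and 13 alternatives, 355 values kept their sign and their side of the threshold, 25 passed where they had not, 17 no longer passed and 6 turned sign without passing; over the 28 further named genes these numbers were 332, 0, 32 and 0. All of the called genes had the same sign under each alternative.

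The counts of genes higher and lower (866 and 1319), of called models outside the annotation (69) and of called Table 1 genes (5) were 1635, 2485, 126 and 10 by DESeq2, and 2246, 2894, 147 and 12 at an unadjusted p. DESeq2 made more false calls in the simulation, whose counts were drawn with edgeR's own dispersions and held few changed genes. That share does not carry over to the real libraries. With library totals 858 were lower. Leaving out 1 library gave 150 to 1884 higher, 164 to 2473 lower, 12 to 118 models and 1 to 15 Table 1 genes, the highest each time without control replicate 2 and the lowest without drought replicate 3; fewer libraries lower the power, and the rise without control replicate 2 goes with the smaller spread of the other controls (r 0.955). Filters, the other scalings and a 2-fold minimum kept these counts within 1.5 times. Of 3 gene lists 0 passed by camera, and 0 to 1 with 1 library left out (1 without control replicate 3 and 1 without drought replicate 2) and 1 with library totals, each time citrulline synthesis and each time lost with an estimated correlation (adjusted p = 0.345, 0.537 and 0.614). By fry, which does not compare a list with other genes, the adjusted p was 0.0503 for citrulline synthesis and 0.0503 for citrulline use, and under 0.05 for the use list with DESeq2 size factors (0.0438), for the synthesis list with library totals (0.0414) and for both without control replicate 3 (0.0244). The block on paired libraries gave 829 higher and 1505 lower genes and moved the calls of ClCG11G006600 (0.0640) and ornithine cyclodeaminase (0.0245); it changed no other call of a named gene and no camera outcome. The difference of mean correlations was 0.0627 to 0.124 over its alternatives.

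The pseudocount of 0.1 was not run, since it applies to a test on FPKM values, and DESeq2 gives no camera value. Depth limits ODC and ClCG09G012040, which had too few counts to be tested; without a filter their adjusted p was 0.142 and 0.789.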

Differences from the paper's values

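Of the settings in this part, scaling by library totals was chosen after the values were seen, and the others were planned. The paper's number of differentially expressed genes is 3971 (text at p under 0.05, Figure 4 at adjusted p under 0.05), and 2185 were called here at an adjusted p under 0.05. The paper's numbers of genes up- and downregulated are 1513 and 2458, against 866 and 1319 here. The paper's number of genes outside the annotation is 132, against 69 here. Of the alternatives set before the data were examined, DESeq2 (1635 higher, 2485 lower, 4120 in all, 126 outside the annotation), an unadjusted p under 0.05 (2246, 2894, 5140 and 147) and leaving out control replicate 2 (1884, 2473, 4357 and 118) come within 1.5 times of all 4 of the paper's numbers, and upper-quartile scaling within 1.5 times of the number upregulated (1058). The other filters and scalings, the replicate block, the 2-fold minimum and leaving out any other library do not. In the authors' deposited table 3971 genes (1513 and 2458) have an adjusted p under 0.05 and 5851 an unadjusted p under 0.05, so the paper's number equals that at the adjusted p, and 133 of them are models outside the annotation. Of the 2185 genes called here, 2173 are called in the same direction in the authors' deposited table.

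For the 26 tested genes of Table 1, log2 fold changes here have the paper's sign and lie within 1 SE from edgeR of the paper's values. Both come from the same counts, so this closeness is no independent evidence. The largest difference, 0.943, was that of AOD2, at 8.38 here and 7.44 in the paper. By DESeq2 without a prior on fold changes AOD2 stood at 8.36, more than 1 SE above the paper's value. The paper states that most genes of citrulline metabolism were differentially expressed; 5 of the 26 tested genes of Table 1 passed here, 7 when adjusted over the list alone, 12 at an unadjusted p under 0.05, 10 by DESeq2 and 15 without control replicate 2. The paper states that N-acetylornithine aminotransferase, the NOS-like gene and ornithine δ-aminotransferase were induced and ASS1, ASS3 and ornithine cyclodeaminase lower with drought; the adjusted p from edgeR was 0.0878, 0.0699, 0.0520, 0.112, 0.151 and 0.0670. All but ASS3 of these passed by DESeq2, all but ornithine cyclodeaminase without control replicate 2, and ornithine cyclodeaminase with the replicate block (0.0245). In the same order, the unadjusted p of these genes from edgeR was 0.0184, 0.0124, 0.00714, 0.0282, 0.0460 and 0.0115. Each lies under the unadjusted threshold of 0.05 that the paper's methods state. N-acetylornithine aminotransferase and ornithine cyclodeaminase also passed without control replicate 3, ornithine δ-aminotransferase with a mean of at least 50 counts and with upper-quartile scaling, and N-acetylornithine aminotransferase and the NOS-like gene with library totals, which drops AOD3 and ClCG11G006600. AOD2, AOD3, CPS2 and ASS2 passed as the paper states. The paper states that OTC was upregulated and ASL2 downregulated. Neither passed here under any alternative, and in the authors' deposited table their p is 0.0710 and 0.0824 and their adjusted p 0.196 and 0.218. By quantitative PCR, which was not analysed here, the paper reports induction of OTC, N-acetylornithine aminotransferase, CPS2, AOD2 and AOD3 and a trend to lower ASS1. For ODC the adjusted p without a filter was 0.142, and 0.0375 in the authors' deposited table. The paper states that pyrroline-5-carboxylate synthase was induced; ClCG11G006600 and ClCG10G021450 had log2 fold changes of -1.76 and -1.19. It states the induction of pyrroline-5-carboxylate reductase, which had 0.88 and an adjusted p that passed under no alternative. Its unadjusted p was 0.0553 from edgeR, 0.0406 by DESeq2 and 0.0447 in the authors' deposited table. The last 2 lie under the unadjusted threshold of 0.05 in the paper's methods.

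Drought replicate 1 has a Q20 of 97.97% in Supplementary Table S3, under the minimum the paper's text states. The paper describes the libraries of a treatment as highly correlated; r was 0.844 to 0.955 in the control and 0.959 to 0.977 in drought.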

Other observations

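Among the alternatives in this part, scaling by library totals was chosen after the result was seen. Genes of amino acid and nitrogen handling other than citrulline metabolism also changed in drought-stressed leaves. Of 16 tested amino acid transporter genes 6 rose and 5 fell (9 and 7 when adjusted over the list alone). The transporter gene ClCG10G016200 rose by a log2 fold change of 5.65 (SE 0.49, adjusted p = 0.00349 from edgeR), and cationic amino acid transporter 5 (ClCG03G004150) fell by a log2 fold change of -3.83 (SE 0.35, adjusted p = 0.00373 from edgeR), both in all 3 drought-stressed libraries against all 3 control libraries and under all 13 alternatives (adjusted p 2.30e-25 to 0.0236 and 5.54e-24 to 0.0269). Of 14 genes of nitrogen uptake and assimilation 3 rose and 6 fell (4 and 10 when adjusted over the list alone). The members of both lists come mostly from genes called on these samples, so these counts are not independent evidence. Those adjusted over the list alone are no separate test. Glutamate dehydrogenase (ClCG04G005320) fell from 80.9 ± 39.9 to 4.87 ± 2.09 CPM (SD, n = 3), a log2 fold change of -4.05 (SE 0.54, adjusted p = 0.00806 from edgeR). Without control replicate 1 or drought replicate 1, 2 or 3, 2, 3, 2 and 1 transporter genes were higher and 3, 3, 3 and 2 lower, and 2, 2, 2 and 2 nitrogen genes higher and 3, 2, 3 and 1 lower; without control replicate 2, 10 transporter genes were higher.

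Of 10 tested genes of photosystems and light harvesting 1 fell, chlorophyll a-b binding protein 21 (ClCG01G024380), at a log2 fold change of -4.12 (SE 0.95, adjusted p = 0.0338 from edgeR, 9.26e-07 to 0.126 over the alternatives), and 1 was higher and 4 lower when adjusted over the list alone, 1 higher and 8 lower by DESeq2, and 7 lower at an unadjusted p under 0.05. The log2 fold change of ClCG01G024380 was -3.46 without control replicate 1. Without control replicate 2, 11 of 12 were lower, and without control replicate 1 or 3 or drought replicate 1, 2 or 3 the adjusted p of ClCG01G024380 was 0.0943, 0.0521, 0.124, 0.126 and 0.121. The members come from genes called on these samples, so these counts are not independent evidence, and those adjusted over the list alone are no separate test.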
